# A Decline in Follicle Cell Function Is a Major Driver of *Drosophila* Ovarian Aging

**DOI:** 10.1111/acel.70529

**Published:** 2026-04-30

**Authors:** Emily A. Wolfgram, Todd G. Nystul

**Keywords:** aging, cell biology, *drosophila*, ovary, reproduction

## Abstract

The ovary is one of the first organs to lose functionality with age. We found that aging of the *Drosophila* ovary is characterized by an accumulation of phenotypes in the somatic compartment, including failure of the follicle cells to encapsulate germ‐cell cysts, an extended S phase, and increased DNA damage. In aged ovaries, follicle encapsulation defects are associated with the lack of a germ‐cell cyst checkpoint in early oogenesis. Single‐cell RNA sequencing revealed that, across all cell types in the ovary, cells in the follicle lineage have the highest number of differentially expressed genes. Overexpression of *Atg8a*, a key autophagy machinery gene homologous to mammalian LC3, specifically in follicle cells prevents age‐associated decline in the follicle epithelium and loss of reproductive capacity. Collectively, these findings demonstrate that genetic manipulation of a small population of ovarian somatic cells is sufficient to improve both cell‐autonomous and non‐autonomous features of reproductive aging.

## 1 Introduction

Aging is an inevitable biological process that leads to the decline of cellular functionality (López‐Otín et al. 2013). Among the organs affected, the ovary is one of the first to lose function, with females reaching menopause at an average age of 51 (Desai and Rajkovic 2017). While ovarian morphology varies between species, the mechanisms governing oogenesis are highly conserved. From *Drosophila* to higher‐order mammals, oogenesis involves the progression of early germ cells into fully developed eggs (Spradling et al. 2022). There are broad similarities in organ morphology, with many direct parallels between cell types and stages of oogenesis, as well as several conserved features at the molecular and cellular level. Both *Drosophila* and mammalian ovaries have germ cells that undergo multiple rounds of incomplete division, forming multicellular cysts (Fellmeth and McKim 2022). In the somatic compartment, the follicle cells in the *Drosophila* ovary functionally parallel the granulosa cells in the mammalian ovary. Both follicle cells and granulosa cells directly contact germ‐cell cysts and proliferate during oogenesis to maintain a single continuous layer that forms the surface of the growing follicle (Doherty et al. 2022). In both fly and mammalian ovaries, these cells help guide the process of oogenesis via direct cell–cell communication with germ cells through gap junctions (Stebbings et al. 2002; Carabatsos et al. 2000) and the production of endocrine signals that coordinate the progression of germ cell development with the actions of other cell types (Belles and Piulachs 2014; Krajnik et al. 2023).

The *Drosophila* ovary is comprised of ~16 strands of ovarioles, with a germarium at the anterior end of each ovariole. The germarium is where oogenesis begins and is host to both the germline stem cells (GSCs) and follicle stem cells (FSCs). At the anterior tip of the germarium reside the GSCs, which asymmetrically divide to self‐renew and produce a germ cell. Each germ cell undergoes four rounds of incomplete mitosis, producing a 16‐cell germline cyst that moves posteriorly into the germarium at a position called the Region 2a/2b border. At this position in the germarium, a population of follicle stem cells (FSCs), supported by an escort cell (EC) niche, asymmetrically divide to self‐renew and produce pre‐follicle cells (pFCs) (Rust and Nystul 2020; Sahai‐Hernandez et al. 2012). These pFCs will continue to divide and differentiate into polar cells, stalk cells, and main body (MB) follicle cells. When a germline cyst reaches region 3 of the germarium, it buds off, encapsulated by MB follicle cells, and is connected to other encapsulated cysts via stalk cells. Follicle cells continue to divide and grow to maintain encapsulation of the developing cyst, prior to full egg development (King et al. 1956). Given the continuous demand for follicle cells to encapsulate and guide the germline cyst through oogenesis, FSCs and pFCs are among the most proliferative cells in adult *Drosophila* (Margolis and Spradling 1995). This makes the FSC lineage particularly susceptible to replicative stress and may make it more vulnerable to other insults that are known to increase with age including stem cell maintenance, reactive oxygen species production, mitochondrial dynamics, and autophagy regulation (López‐Otín et al. 2013; Balough et al. 2024; Pan et al. 2007; Boyle et al. 2007; Borch Jensen et al. 2017; Nagy et al. 2018). Any stressors that impair FSC proliferation and differentiation could have severe consequences for fertility. Indeed, genetic manipulations that disrupt FSC activity often result in significant morphological defects and, in some cases, sterility. These findings underscore the crucial role of the follicle lineage in *Drosophila* ovarian aging.

The average lifespan of wildtype *Drosophila* is approximately 70 days (Piper and Partridge 2018), yet fertility begins to decrease after the first week of adulthood and drops below 10% of the maximum rate by 50 days (Novoseltsev et al. 2002). The causes of this decrease in fertility are not fully understood but, in Drosophila, as in mammals, it involves a decline in germ cell number and germ cell‐niche interactions, which are strongly influenced by nutrition and stress signaling pathways, along with marked changes in the transcriptional profile (Jones 2007; Grandison et al. 2009; Pan et al. 2007; Boyle et al. 2007; Even‐Ros et al. 2025; Ishibashi et al. 2020; Kao et al. 2015; Ameku et al. 2018; Zhao et al. 2008; Lu et al. 2023; Jin et al. 2025; Gaylord et al. 2025). Likewise, emerging evidence from studies of both *Drosophila* and mammals is beginning to elucidate the important role of ovarian somatic cell aging in the loss of fertility (Singh et al. 2018; Gaylord et al. 2025; Wang et al. 2024; Lu et al. 2023; Jin et al. 2025).

In this study, we conducted a phenotypic analysis of aged ovaries and identified cellular and tissue‐scale aberrations in the typically well‐organized layer of follicle cells. In addition, we performed single‐cell RNA sequencing and found a particularly high number of transcriptional differences in the FSC lineage between young and aged ovarioles. We identified *Atg8a*, an upstream effector in the autophagy pathway, as a key regulator of follicle cell aging and reproductive capacity. These results highlight a new avenue for extending reproductive longevity through manipulation of the somatic lineage rather than the germline, which is ultimately passed on to offspring.

## 2 Methods

### 2.1 Fly Husbandry and Aging Time Course

Flies were maintained on standard molasses food at 25°C. The following stocks from Bloomington Drosophila Stock Center (BDSC) were used in this study: *w1118(x);;* (3605);*109‐30‐Gal4;* (7032), and;*UAS*‐*Atg8a::mCherry‐GFP;* (37749).*;;Lamp1::3x‐mCherry* was described in Hegedűs et al. (2016). We used FlyBase to find information on phenotypes/function/stocks/gene expression. For all aging assays, virgin females were collected and paired with males and maintained in standard lab conditions until dissections at weekly timepoints. Age was calculated as weeks post‐eclosion.

### 2.2 Immunofluorescence Staining and Imaging

*Drosophila* ovaries were dissected in Phosphate‐Buffered Saline (PBS) and ovaries fixed in 4% Paraformaldehyde (PFA) + PBS for 15 min. Ovaries were rinsed with PBS before blocking for 1 h in standard block (PBS + 0.2% Triton X‐100 + 0.5% bovine serum albumin). Ovaries were incubated in primary antibodies with block overnight on a nutator at 4°C in dark conditions. The following day, ovaries were rinsed with block for 1 h before adding secondary antibodies. Ovaries were incubated in secondary antibodies with block overnight on a nutator at 4°C. The following day, ovaries were rinsed three times with PBS for 5 min each. Once the PBS was removed, DAPI‐Fluoromount G Slide Mounting Media (SouthernBioTech) was added, and ovaries were stored at 4°C in dark conditions until mounted on slides. Ovaries were mounted on glass slides in DAPI‐Fluoromount G Slide Mounting Media. Primary antibodies used were: mouse anti‐Fas3 7G10 (1:100, Developmental Studies Hybridoma Bank (DSHB)), rat anti‐Vasa 46F11 (1:200, DSHB), rat anti‐CadN DN‐Ex#8 (1:100, DSHB), rabbit anti‐pHH3 (Ser10, 1:500, Millipore Sigma), mouse anti‐UNC93‐5.2.1 (gH2Av, 1:100, DSHB), and rabbit anti‐Vkg (1:1000, Dr. Stephane Noselli), rat anti‐RFP 5F8 (1:500, Chromatek), mouse anti‐Rab7 (1:100, DSHB). The following secondary antibodies were used at 1:500: goat anti‐mouse 488 (Life Technologies, A11001), goat anti‐rabbit 488 (Invitrogen, A11034), goat anti‐rat 488 (Invitrogen, A11006), goat anti‐mouse 555 (Invitrogen, A21422), goat anti‐rat 555 (Invitrogen, A21434), goat anti‐mouse 647 (Invitrogen, A21236), goat anti‐rat 647 (Invitrogen, A21247).

Images were acquired with a Zeiss M2 Axioimager with an Apotome unit using Zen 3.5 software. Initial image processing was performed in Zen using the Apotome Raw Convert feature. All further image processing was done in FIJI, and figures were prepared in Adobe Illustrator.

### 2.3 Image Analysis

Analyses for N‐cadherin prevalence, pHH3, EdU, gH2Av, TUNEL, and Lysotracker were performed by hand‐counting. Vkg intensity was performed by outlining the germarium with a segmented line and taking the intensity of Vkg signal after background subtraction.

### 2.4 EdU Staining

For EdU experiments, ovaries were dissected in PBS and incubated in 0.75uL EdU Click‐IT Alexa Fluor 555 Imaging Kit (ThermoFisher Scientific, C10338) with 499.25uL PBS at room temperature for 1 h. Ovaries were then fixed in 4% PFA + PBS for 10 min and then rinsed in PBS prior to blocking for 1 h in PBS + 0.2% Triton X‐100 + 0.5% bovine serum albumin. Primary antibodies were then added, and ovaries were stored overnight at 4°C on a nutator in dark conditions. The following day, ovaries were rinsed in PBS twice and incubated in a reaction mix (430 μL 1× Click‐IT EdU Reaction Buffer, 20 μL CuSO_4_, 1.2 μL Alexa Fluor 555 azide, 50 μL 10× Click‐IT EdU Buffer Additive in deionized water) for 1 h at room temperature on a nutator in dark conditions. The ovaries were then rinsed twice with PBS and blocked for 1 h. Secondary antibodies were added with block and ovaries were stored overnight at 4°C on a nutator in dark conditions. Ovaries were then labeled with secondary antibodies according to the standard Immunofluorescence Staining protocol described above.

### 2.5 LysoTracker Staining

For LysoTracker experiments, ovaries were prepared according to the immunofluorescence staining protocol described above, except that they were incubated in LysoTracker Red DND‐99 (ThermoFisher Scientific) at a 1:100 dilution in PBS for 5 min prior to fixation, washed with PBS for 5 min, and then fixed in 4% PFA + PBS for 10 min rather than the standard 15 min. Ovaries were then labeled with primary and secondary antibodies according to the standard immunofluorescence staining protocol described above.

### 2.6 TUNEL Staining

For TUNEL experiments, the following protocol was adapted from the Click‐iT TUNEL Alexa Fluor Imaging Assays 488 kit (ThermoFisher Scientific, C10617). Ovaries were dissected in PBS and fixed in 4% PFA + PBS for 10 min and then rinsed in PBS. Cell membranes were permeabilized in PBS + 0.2% Triton X‐100 for 15 min. Ovaries were rinsed twice with PBS and then primed with TdT Reaction Buffer for 10 min. Ovaries were incubated at 37°C for 1 h in a TdT reaction cocktail (47 μL TdT Reaction Buffer + 1 μL EdUTP, and 2 μL TdT enzyme). A reaction supermix was prepared and stored at 4°C (2630 μL 1× Click‐iT Plus TUNEL Reaction Buffer, 67 μL copper protectant, and 3.7 μL 488 picolyl azide). Ovaries were rinsed twice with PBS and incubated at 37°C for 30 min in a Click‐iT reaction cocktail (45 μL reaction supermix and 5 μL 10× Click‐iT Plus TUNEL Reaction Buffer Additive), protected from light. Ovaries were then labeled with primary and secondary antibodies according to the standard Immunofluorescence Staining protocol described above.

### 2.7 Egg Laying Assay

For egg counts, flies were separated into vials containing two females and one male for each genotype, on standard food at 25°C. After 24 h, eggs were hand counted through a dissection microscope and recorded. Total egg counts were divided by 2, so that final data represents the number of eggs per female in a 24‐h period.

### 2.8 Single‐Cell RNA Sequencing Prep

Preparation for single‐cell RNA sequencing of *w1118(x);;* ovaries at 1 and 6 weeks old followed the protocol as described in Meyer et al. (2023). However, we did not enrich for the anterior region, as this caused the too much cell loss in the aged condition. The single‐cell RNA sequencing was performed at UCSF CoLabs using the 10X Genomics Single Cell 3′ kits (v3.3 and v4). Sequencing was performed on Illumina NovaSeq X at the UCSF Center for Advanced Technology (CAT).

### 2.9 Bioinformatic Analysis

Sequencing reads were aligned to the *Drosophila* reference genome using the 10X Genomics Cloud CLI, which performs Cell Ranger alignment and initial quality filtering. The standard Seurat pipeline (v5) was applied to each individual dataset to filter out low quality cells based on the number of RNA features, number of RNA counts, and percent mitochondria reads (Figure S4A–D). Each dataset was individually normalized and scaled. Anchors from the 1‐week dataset were applied to the 6‐week dataset. Principal components and clustering neighbor parameters were determined by the strength of the silhouette scores and mean distance within a cluster, as well as identification of known transcript expression for clusters. This workflow resulted in a single Seurat object with 20,818 high‐quality cells, grouped into 9 clusters, identified by known transcripts. We used FlyBase (including release FB2026_01 and prior releases) to find information on phenotypes, gene functions, and stocks (Öztürk‐Çolak et al. 2024).

### 2.10 Statistics and Data Availability

All analyses for single‐cell RNA sequencing (Figure 4, Figure S3, Tables S1–, S3) were performed in R. FASTQ are available on GEO (accession # GSE318563). All other statistical analyses were performed in R and graph generation was performed in Python. Boxplots show the median and interquartile values, and whiskers show the range. Barplots show the mean and error bars show the standard deviation. All quantification is a result of at least three independent replicates. A Levene test was used to test for equal variance in cases where a Student's *t*‐test was used. Raw data files, code for generating graphs and statistical analyses, and code for building the Seurat object are available via the GitHub repository (https://github.com/NystulLab/WolfgramAgingOvary.git).

## 3 Results

### 3.1 Establishment of Follicle Cell Phenotypes Associated With Aging in the *Drosophila* Ovary

To establish hallmarks of follicle cell aging, we assayed for phenotypes in the follicle epithelium at weekly intervals from 1 to 6 weeks post eclosion in ovarioles from *w1118(x)* flies. In healthy ovarioles, follicles bud from the germarium in a single file, are surrounded by an intact, single‐layered follicle epithelium, and are separated from one another by a single row of stalk cells (Figure 1A,C). Ovarioles with follicles that deviated from this pattern were scored as having a phenotype. The frequency of ovarioles with these phenotypes progressively increased over the 6‐week time course (Figure 1D,E). We therefore designated the 1‐week‐old ovary as the “young” condition and 6‐week‐old ovary as the “aged” condition. Qualitative assessment of these follicle cell phenotypes produced four categories (Figure 1F, Figure S1A–D). The two most prominent categories were epithelial gapping, where follicle cells, identified by the marker Fasciclin3 (Fas3), are absent from the perimeter of the germarium or developing follicle (Figure 1D, yellow short‐dashed line), and epithelial dysregulation, in which the follicle cells were misshapen or failed to form into a single‐layered epithelium (Figure 1D, white long‐dashed box). We also observed Fas3^+^ cells with a rounded morphology consistent with epithelial cell death (Figure 1D, white long‐dashed box), and a small number of instances of impaired stalk development (Figure 1D″–D″′, white arrows).

**FIGURE 1:**
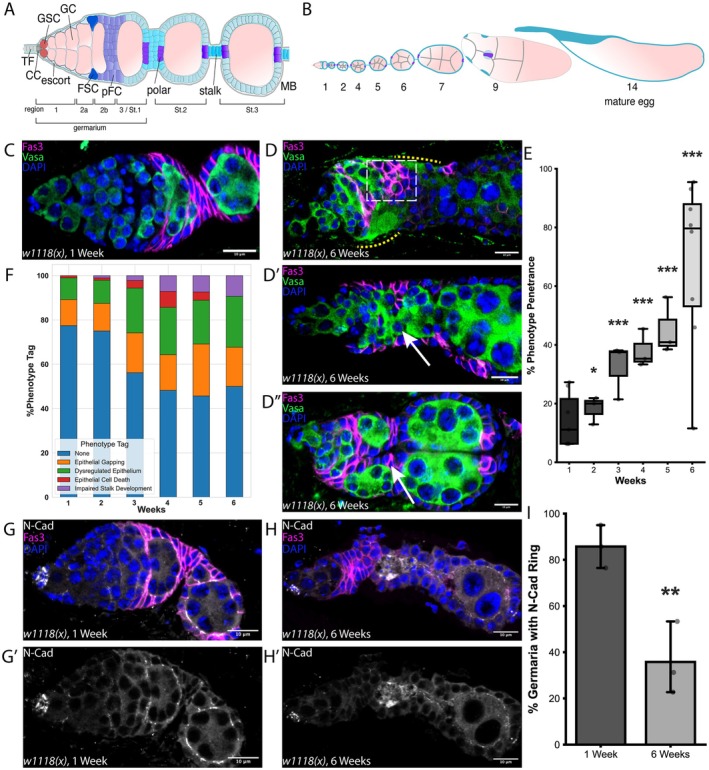
Aging leads to increased follicle cell phenotypes in the *Drosophila* ovary. (A) Schematic of the *Drosophila* germarium, positioned at the anterior tip of the ovariole. TF: terminal filament, CC: cap cell, GSC: germline stem cell, GC: germ‐cell cyst, FSC: follicle stem cell, pFC: prefollicle cell, MB: main body, St: Stage. (B) Schematic of the ovariole. (C) Germarium from a *w11118(x);;* fly at 1 week old, stained for Fas3 (magenta), Vasa (green), and DAPI (blue). (D–D″) Representative examples of germaria from w1118(x);; flies at 6 weeks old. Yellow dotted lines show epithelial gapping, white dashed box shows epithelial dysregulation and epithelial cell death, white arrows show impaired stalk development. (E) Quantification of the percent of germaria with follicle cell phenotypes at weekly timepoints from 1 to 6 weeks old. *n* = 298, 88, 73, 43, 64, and 201 germaria, respectively. (F) Quantification of follicle cell phenotype tags from 1 to 6 weeks old. *n* = 98, 88, 73, 43, 64, and 77 germaria, respectively. (G) Germarium from a *w11118(x);;* fly at 1 week old, stained for N‐cad (gray), Fas3 (magenta), and DAPI (blue). (G′) N‐cadherin ring forms around developing germ‐cell cysts in 1‐week‐old germaria. (H) Germarium from a *w11118(x);;* fly at 6 weeks old, stained for N‐cad (gray), Fas3 (magenta), and DAPI (blue). (H′) Loss of N‐cadherin ring around developing germ‐cell cysts in a 6‐week‐old germarium. (I) Quantification of the percent of germaria with the N‐cad ring around germ‐cell cysts at 1 and 6 weeks old. *n* = 58 and 53 germaria, respectively. Scale bars are 10 μm. ns = not significant, *p < 0.05, **p < 0.01, ***p < 0.001, using Dunnett's Test (E) and Student's *t*‐test (I).

The loss of follicle cell integrity in aged germaria prompted us to investigate whether another follicle cell adhesion protein, N‐cadherin (N‐cad) is also diminished with age. N‐cad is highly expressed in prefollicle cells and main body follicle cells from Stage 1 to approximately Stage 5 (Rust and Nystul 2020). N‐cad mediates cell adhesion through homotypic interactions at the apical‐lateral surface of the cells (Yonekura et al. 2006), creating a characteristic “ring” of N‐cad signal between follicle cells and germ cells (Figure 1G,G′). We found that this N‐cad ring is frequently lost in aged germaria (Figure 1H,H′,I). In contrast, we found no significant difference between young and aged germaria in the level of Collagen IV (*Vkg*) in the basement membrane (Figure S2A–C,B′,C′). Likewise, we performed a TUNEL assay to identify apoptotic cells and found that the frequency does not significantly change in aged conditions (Figure S2C–E,C′–D′, yellow arrows) (Crowley et al. 2016). However, the overall low rates of apoptosis in this tissue may make it difficult to detect changes. Taken together, these data establish quantitative and qualitative hallmarks of follicle cell aging in the *Drosophila* ovary.

### 3.2 Characterization of Cell Cycle Regulation in Aging Follicle Cells

The FSC lineage is highly proliferative, undergoing up to nine rounds of division before exiting the cell cycle at Stage 6 (Margolis and Spradling 1995). We therefore investigated whether the cell cycle of follicle cells is altered with age. First, we used an EdU assay to quantify the number of follicle cells per germarium in S‐phase in ovarioles from young and aged flies (Figure 2A,A′,B,B′). Indeed, we observed a statistically significant increase in EdU^+^ cells, from 6.5 ± 1.4 cells per germarium in young flies versus 12.5 ± 2.8 cells per germarium in aged flies (Figure 2C). In contrast, we found no significant difference in the number of follicle cells that were positive for phospho‐histone H3 (pHH3), which is a marker of mitosis (Figure 2D–F,D′–E′). Together, these results indicate that follicle cells in aged ovarioles are spending a greater fraction of time in S‐phase but are not dividing more frequently. We hypothesized that this could be the result of follicle cells in aged germaria requiring more time to accommodate replication stress and DNA damage. Consistent with this, we found that the number of follicle cells per germarium that are positive for the DNA damage marker, gH2Av, significantly increased with age from 1.7 ± 0.03 cells per germarium to 3.4 ± 0.6 cells per germarium (Figure 2G–I).

**FIGURE 2:**
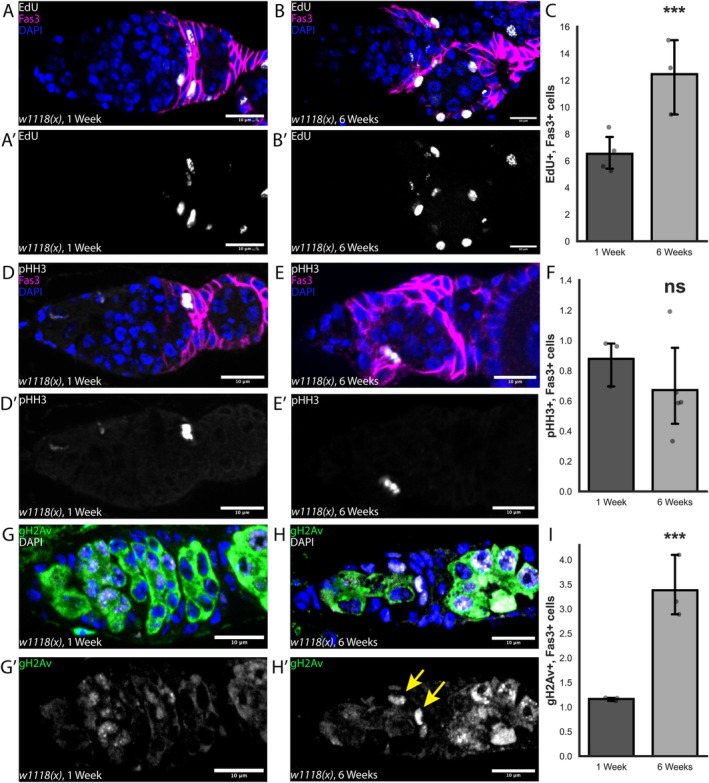
Aging leads to an extended S‐phase and increased DNA damage in follicle cells. (A, B) Germarium from *w1118(x);;* flies at 1 (A) or 6 (B) weeks old, stained for EdU (gray), Fas3 (magenta), and DAPI (blue). (A′, B′) EdU identifies cells that are in S‐phase during the 1‐h incubation prior to fixation. (C) Quantification of the number of EdU+, Fas3+ cells per germarium at 1 and 6 weeks old. *n* = 98 and 65 germaria, respectively. (D, E) Germarium from *w1118(x);;* flies at 1 (D) or 6 (E) weeks old, stained for pHH3 (gray), Fas3 (magenta), and DAPI (blue). (D′, E′) pHH3 identifies cells that are in mitosis. (F) Quantification of the number of pHH3+, Fas3+ cells per germarium at 1 and 6 weeks old. *n* = 200 and 124 germaria, respectively. (G, H) Germarium from *w1118(x);;* flies at 1 (G) or 6 (H) weeks old, stained for gH2Av (gray), Fas3 (magenta), and DAPI (blue). (G′, H′) gH2Av identifies sites of DNA damage. (I) Quantification of the number of highly positive gH2Av+, Fas3+ cells per germarium at 1 and 6 weeks old. *n* = 35 and 39 germaria, respectively. Scale bars are 10 μm. ns = not significant and ***p < 0.001, using Poisson Dispersion Test (C, F, I).

### 3.3 Follicle Cells Are Unable to Accommodate Germ‐Cell Cysts in Aged Germaria

As the appearance of severe defects in follicle formation is not associated with a substantial change in follicle cell proliferation in aged ovarioles, we next considered whether these phenotypes are associated with a loss of coordination between germ cells and follicle cells. The rate of germ‐cell cyst progression from Region 2a of the germarium into the follicle epithelium in Region 2b is regulated in part by a nutrition‐associated checkpoint. This checkpoint is detectable as an apoptotic cyst in Region 2a, which occurs in approximately 65% of germaria when flies are maintained on standard growth media (Drummond‐Barbosa and Spradling 2001). The dying cysts can be visualized with Apoptag or TUNEL staining and are likely also the source of LysoTracker^+^ germ cells in Region 2a that were reported separately (Drummond‐Barbosa and Spradling 2001; Nezis et al. 2009; Singh et al. 2018). To investigate this checkpoint as a function of age, we first stained young and aged germaria with LysoTracker (Figure 3A,A′). We found that a band of LysoTracker^+^ germ cells was present in Region 2a in approximately 50% of germaria from young flies maintained under the growth conditions we used in this study. Though LysoTracker staining was incompatible with the Click‐iT TUNEL assay, we found that both methods identify structures with the same frequency, shape, and location (Figure 3F–J). In addition, we found that these structures are much larger than typical lysosomes and they do not contain either the canonical lysosome marker Lamp1 or the late endosome marker Rab7 (Figure S3A,B). Together, these observations indicate that both LysoTracker and TUNEL staining identify apoptotic cysts in Region 2a. Surprisingly, the frequency of germaria with a band of LysoTracker^+^ germ‐cell cysts did not change in the aged condition (Figure 3C), indicating that this checkpoint does not decline with age. However, we found that ovarioles from aged flies without LysoTracker^+^ germ‐cell cysts in Region 2a were significantly more likely to have one or more age‐associated follicle cell phenotypes, whereas no such association was found in ovarioles from young flies (Figure 3B′,D). This suggests that the increase in follicle cell phenotypes with age is linked to a lack of coordination between germ cells and follicle cells.

**FIGURE 3:**
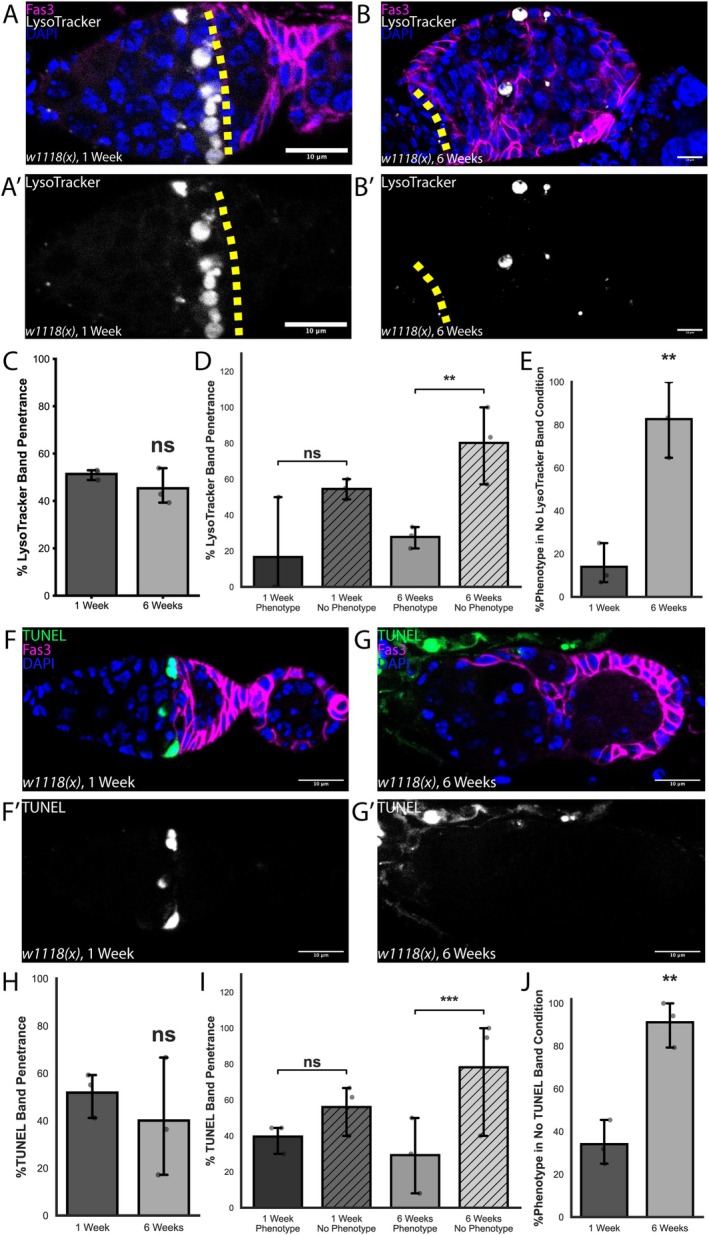
Follicle cell phenotypes are associated with a lack of cyst death in old ovarioles. (A, B) Germarium from *w1118(x);;* flies at 1 (A) and 6 (B) weeks old, stained for Lysotracker (gray), Fas3 (magenta), and DAPI (blue). (A′) A Lysotracker‐positive band may be present anterior to the Region 2a/2b border (yellow dashed line) in 1‐week‐old germaria. (B′) Lysotracker‐positive bands may be absent anterior to the Region 2a/2b border (yellow dashed line) at 6‐week old, phenotype‐positive germaria. (C) Quantification of the percent of germaria with the Lysotracker‐positive band at 1 and 6 weeks old. *n* = 124 and 83 germaria for 1‐ and 6‐week old. (D) Quantification of the percent of germaria at 6 weeks old with the Lysotracker‐positive band in phenotype‐positive and phenotype‐negative germaria. *n* = 57 and 26 germaria, respectively. (E) Quantification of phenotype penetrance in germaria in which no Lysotracker‐positive band is present at 1 and 6 weeks old. *n* = 62 and 47, respectively. (F, G) Germarium from *w1118(x);;* flies at 1 (A) and 6 (B) weeks old, stained for TUNEL (gray), Fas3 (magenta), and DAPI (blue). (F′) A TUNEL‐positive band is present anterior to the Region 2a/2b border in germaria at 1 week old. (G′) TUNEL‐positive bands may be absent anterior to the Region 2a/2b border in phenotype‐positive germaria at 6 weeks old. (H) Quantification of the percent of germaria with the TUNEL‐positive band at 1 and 6 weeks old. *n* = 110 and 119 germaria, respectively. (I) Quantification of the percent of 6‐week‐old germaria with the TUNEL‐positive band in phenotype‐positive and phenotype‐negative germaria. *n* = 87 and 32 germaria, respectively. (J) Quantification of phenotype penetrance in germaria where no TUNEL‐positive band is present at 1 and 6 weeks old. *n* = 53 and 67 germaria, respectively. Scale bars are 10 μm. ns = not significant, **p < 0.01, ***p < 0.001, using Welch's *t*‐test (C, D, H, J) and Binomial General Linearized Mixed Model (D, I).

### 3.4 Single‐Cell RNA Sequencing of Aged *Drosophila* Ovaries Reveals Key Transcriptional Differences in the Follicle Cell Lineage

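Droplet single-cell RNA sequencing gives the RNA of each cell a barcode and each captured molecule a unique molecular identifier (UMI), so that molecules can be counted per gene and cell. Ovaries of *w1118(x)* flies, a white-eyed laboratory strain, were sequenced with 10x Genomics 3′ kits at 1 week and at 6 weeks after eclosion, and 1 library per age was analysed here. The legend of Figure S4 mentions replicates, but the counts carry no mark by which cells could be split into them. The authors aligned the reads and counted UMIs with Cell Ranger, and they deposited whole-number UMI counts per gene and barcode, with no normalization and before their own filter on cells. The counts cover 13942 genes. The 1-week library holds 33317 barcodes and 147628511 UMIs, with a median of 1211 UMIs per barcode, and the 6-week library holds 20224 barcodes and 162985928 UMIs, with a median of 2352. The lowest total of a barcode was 500 UMIs in both libraries. The median share of UMIs from mitochondrially encoded genes was 42.9% of a barcode's UMIs at 1 week and 15.7% at 6 weeks.

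From these counts, cells were filtered and grouped into classes anew, because the cluster of each cell in the study was not analysed here. UMIs were summed over the cells of a class in each library and scaled to 1000000 UMIs (counts per 1000000, CPM), and a log2 ratio is the 6-week value over the 1-week value. Its 95% interval is an exact binomial interval of the UMIs given both totals, and sums have exact Poisson intervals. With 1 library per age, a difference between the ages has no replicate check, no test was run, and every interval covers counting error only. The age of the flies cannot be told apart from anything else that differed between the libraries, such as the dissociation of the tissue.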

To build a comprehensive understanding of the transcriptional differences between young and aged germaria, we performed single‐cell RNA sequencing (scRNA‐seq) of 1‐ and 6‐week‐old ovaries using 10× Genomics system and lllumina sequencing. This produced transcriptional data for 20,818 cells across two timepoints (Table S1) after applying standard quality control filters (Figure S4A,B). 

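A barcode was kept as a cell when it had at least 500 genes, at least 1000 UMIs and a mitochondrial share of up to 20%, since the paper's text names these 3 measures without their limits. This kept 9131 cells at 1 week, 27.4% of the barcodes, and 9878 cells at 6 weeks, 48.8% of the barcodes, or 19009 cells in all. The cells kept had a median of 10639 UMIs and 2059 genes at 1 week and of 12585.5 UMIs and 2274 genes at 6 weeks. The mitochondrial limit was exceeded by 24047 barcodes at 1 week (72.2%) and by 8835 at 6 weeks (43.7%), and these counts include barcodes that also fell short on genes or UMIs. No doublet caller was applied, as the paper names none. The number of cells moved most under the limits of the Seurat tutorial, at least 200 and under 2500 genes and a mitochondrial share under 5%, which kept 1255 cells at 1 week and 2175 at 6 weeks. Without the mitochondrial limit, 14281 and 13230 cells were kept.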

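The 1-week cells kept were clustered on 2000 variable genes, without the mitochondrial genes and the genes of Tables S4 and S5, so that genes reported to change with age did not shape the clusters. This gave 27 clusters. Each 6-week cell took the cluster most frequent among its 30 nearest 1-week cells, with a median of 96.7% of those neighbors in the chosen cluster. Clusters were named from lists of marker genes fixed before the data were examined, and a name ends in "-like" because it rests on these lists and not on the study's own annotation. Thresholds for a name were set after the clusters had been seen, so differences from the study's clusters may come from the rebuilt names.

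In all, 21 clusters were named in 8 classes. The germ cell-like cluster was enriched for *vas*, *nos*, *orb*, *osk* and *zpg*, and the pair of escort-like clusters for *Wnt4*, *Wnt6*, *Wnt2*, *ptc* and *fax*. The FSCs + pFCs-like class joined 4 clusters. A cluster of 757 cells at 1 week and one of 277 cells were enriched for *zfh1*, *cas*, *eya* and *sim*, one of 184 cells for *upd1*, *cas*, *Fas3*, *CadN* and *neur*, and one of 162 cells, led by *CadN*, for *CadN*, *eya* and *neur*. The cluster led by *CadN* had 13.8% of its UMIs from mitochondrial genes at 1 week and 13.6% at 6 weeks. Its cells had a median of 4201 and 3792 UMIs. The cluster of 757 cells had 11.9% and 6.53%, on medians of 2718 and 3120 UMIs. Early-Mid FCs-like cells had 5.21% and 4.20%, on medians of 14030 and 17991, so cells of low quality in the FSCs + pFCs-like class are not excluded. Early-Mid FCs-like clusters had few leading genes of their own and no marker set of another class. The Late FCs-like cluster was enriched for *Yp1*, *Yp2*, *Yp3*, *Vm26Aa*, *Vm32E* and *dec-1*, the muscle-like cluster for *Mhc*, *Mlc1*, *Mlc2*, *Mp20* and *up*, and the immune-like cluster for *Hml*, *He*, *NimC1*, *eater*, *nec* and *srp*, with the immune genes *Drs* and *TotM* among its leading genes. A pair of clusters carried gut or Malpighian tubule markers, among them *mex1*, *GATAe*, *mesh*, *Ssk*, *Uro* and *Irk3*, and were taken together as gut- or tubule-like.

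Among the 6 clusters left unnamed, one of 267 cells at 1 week and 329 at 6 weeks was led by *abd-A*, *vir-1* and *CAH9*. It was enriched for *atilla*, *nec* and *srp* without any of them among its 10 leading genes, and also for *Fas3*, *sim* and *Ssk*. The immune markers *Hml*, *He*, *NimC1*, *eater* and *Pxn* were not enriched in it. Another, of 44 and 26 cells, was enriched for *pros*, *nrv3*, *elav* and *nSyb* and for gut markers, and was led by the peptide hormone genes *AstA*, *CCHa1*, *AstC* and *Tk*. The other 4 were led by CG15721 and CG12517, by *Dip-B* and CG5958, by *Hr4* and CG10936, and by CG5070 and *IM33*. No cluster was named spermatheca-, neuron- or fat body-like, and this puts no limit on the share of such cells. *lz*, a marker of the spermatheca, was enriched in both gut- or tubule-like clusters, in one of them with *Hr39*, and both genes were enriched in the clusters led by CG5070 and by *AstA*. Neuron markers were also enriched in the cluster led by *AstA*.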

Using the standard Seurat workflow, we clustered the cells into nine broad clusters (Figure 4A): Germ cells (*vas*+), Escort cells (*Wnt4*+, *Wnt6*+), FSCs + pFCs (*zfh1*+, *cas*+, *eya*+, *Fas3*+), Early‐Mid FCs (*eya*+, *br*+, *Fas3*+, *mid*+), Late FCs (*br*+, *mid*+, *Yp1*+), Muscle (*Mhc*+), Immune (*atilla*+, *nec*+), and Spermatheca (*lz*+), and Neurons (*pros*+, *nrv3*+) (Figure S5A) (Rust and Nystul 2020; Sun and Spradling 2013; Honti et al. 2009; Robertson et al. 2003; Palmateer et al. 2023; Roy et al. 2013; Wang and Page‐McCaw 2018). We mapped the cells from aged ovaries onto the young ovary dataset using the Seurat integration features (Figure 4B). Mean silhouette scores revealed that most ovarian cell types maintained strong transcriptional separability across age, indicating strong clustering identities (Figure S5B). Additionally, the percent of cells in each cluster was similar between the young and aged datasets (Table S1). 

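A silhouette score compares the distance from a cell to the cells of its own class with the distance to those of the nearest other class, and was computed in the 30 principal components used for the classes. The immune-like class had a mean score of 0.612 at 1 week and 0.597 at 6 weeks, and the Late FCs-like class had 0.560 and 0.642. Muscle-like cells scored 0.425 and 0.421, germ cell-like cells 0.324 and 0.305, and escort-like cells 0.193 and 0.189. Early-Mid FCs-like cells fell from 0.426 to 0.318, and FSCs + pFCs-like cells from 0.123 to 0.0563, with 72.5% and 61.6% of their cells above 0. Gut- or tubule-like cells, 2 clusters taken together, scored -0.0894 and -0.0360. With both libraries clustered together, the mean score of FSCs + pFCs-like cells at 6 weeks was -0.00637 and that of gut- or tubule-like cells was above 0 at both ages, at 0.103 and 0.124. With the genes of Tables S4 and S5 among the variable genes, FSCs + pFCs-like cells scored 0.209 and 0.214, so that their fall was not seen, and Early-Mid FCs-like cells 0.511 and 0.498. The 6-week cells were placed by their 1-week neighbors, which by itself can lower their scores. With both libraries clustered together, and so without this placement, both falls were still seen. Early-Mid FCs-like cells went from 0.382 to 0.253 there, and FSCs + pFCs-like cells from 0.0482 to -0.00637.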

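Shares are given over all cells kept, 9131 at 1 week and 9878 at 6 weeks, with exact binomial 95% intervals that cover counting error only. Early-Mid FCs-like cells were 56.7% (55.7 to 57.7) of the cells at 1 week and 56.2% (55.2 to 57.2) at 6 weeks, which overlap. FSCs + pFCs-like cells were 15.1% (14.4 to 15.9) and 16.9% (16.1 to 17.6), and muscle-like cells 3.88% (3.49 to 4.29) and 5.00% (4.58 to 5.45). The cluster led by *CadN*, a part of the FSCs + pFCs-like class, was 1.77% and 4.22% of all cells. Escort-like cells, at 4.29% and 4.06%, and germ cell-like cells, at 1.17% (0.961 to 1.41) and 0.820% (0.652 to 1.02), had overlapping intervals. Late FCs-like cells were 1.38% (1.15 to 1.64) and 0.860% (0.688 to 1.06), on 126 and 85 cells, and immune-like cells 0.569% and 0.182%, on 52 and 18 cells. Gut- or tubule-like cells were 6.10% (5.62 to 6.61) and 2.77% (2.46 to 3.12). The 6 clusters left unnamed held 10.8% and 13.2% of the cells, and one of them, with 329 and 663 cells, accounted for 3.60% and 6.71%.

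For 6 of the 8 classes the order of the ages turned with a setting. Early-Mid FCs-like cells were 52.5% and 53.4% with no mitochondrial limit, 59.3% and 60.6% with the genes of Tables S4 and S5 among the variable genes and 61.7% and 63.2% at a Leiden resolution of 0.5, but 70.9% and 61.8% with a mitochondrial share of up to 10% and 83.7% and 56.1% under the limits of the Seurat tutorial. Escort-like cells were 2.00% (1.67 to 2.37) and 3.61% (3.21 to 4.04) with a mitochondrial share of up to 10%, and 0.239% and 4.37% under the limits of the tutorial. FSCs + pFCs-like cells were 13.4% and 12.7% with the genes of Tables S4 and S5 among the variable genes and 13.3% and 12.6% at a Leiden resolution of 0.5. Of the settings chosen after the data had been seen, their order turned without the cluster led by *CadN* (13.3% and 12.7%) and with the cells clustered anew under a mitochondrial share of up to 10% (2.15% and 1.27%) or no such limit (10.7% and 9.49%). Muscle-like cells were 4.67% and 4.17% with no mitochondrial limit, and 5.16% and 4.57% with those cells clustered anew, where Late FCs-like cells were 3.12% and 4.97%. Clustering anew, a choice made after the data had been seen, also gave more Early-Mid FCs-like cells at 6 weeks with no mitochondrial limit (61.2% and 65.0%), under the limits of the tutorial (52.2% and 63.5%) and with at least 1000 genes (64.8% and 66.3%), and more escort-like cells with a mitochondrial share of up to 10% (1.98% and 2.69%). The immune-like shares are those of the cluster with *Hml* and *He* alone. An unnamed cluster of 267 and 329 cells carried *atilla* and *nec*, which the paper names for its immune cells. *Hml* and *He* were not enriched in this cluster, which was led by *abd-A*, so whether its cells are immune stays open. With leading genes taken from those detected in 50% of the cells, a setting chosen after the data had been seen, this cluster was named immune-like. The class was then 3.49% and 3.51%.

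Summed over the classes and the unnamed cells and divided by 2, the shares differed by 5.32 percentage points between the libraries. This sum moved most under the limits of the Seurat tutorial, to 30.3 percentage points. The intervals leave out the variation between dissections, which 1 library per age cannot show.

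**Figure D1:**
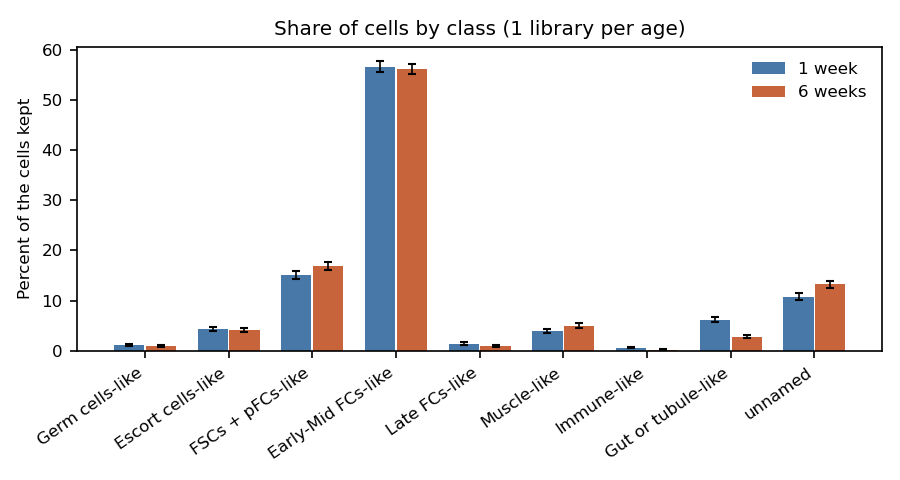
Percent of the cells kept that fell in each class at 1 week (blue, 9131 cells) and 6 weeks (orange, 9878 cells), 1 library per age. Error bars are exact binomial 95% intervals and cover counting error only. Early-Mid FCs-like cells stand at 56.7% and 56.2%, and gut- or tubule-like cells at 6.10% and 2.77%.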

Notably, we found that the Early‐Mid FCs have the highest number of differentially expressed genes, followed by FSCs + pFCs and muscle, with germ cells ranking eighth (Figure 4C). 

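The number of genes that pass a test across cells depends on how many cells and UMIs a cluster has, and with 1 library per age no such number was computed here. The size of the difference between the libraries was compared at equal depth in its place. From each class, 300 cells per library were drawn 20 times and thinned to 1000 UMIs each, and the median absolute log2 ratio across genes with at least 30 UMIs was set against the value that counting noise alone gave in simulated draws. Only the 4 classes with at least 300 cells in both libraries could be drawn. The median absolute log2 ratio was 0.24 in Early-Mid FCs-like cells, 0.26 in FSCs + pFCs-like cells, 0.26 in muscle-like cells and 0.26 in escort-like cells, against 0.20, 0.19, 0.19 and 0.20 from counting noise alone. The excess over counting noise was 0.0388 in Early-Mid FCs-like, 0.0629 in FSCs + pFCs-like, 0.0760 in muscle-like and 0.0608 in escort-like cells. Variation between the cells drawn can also raise the excess. No split within a library was run to measure this, so the excess is not shown to be a difference between the libraries alone.

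With all cells at full depth the excess was 0.0990 in Early-Mid FCs-like, 0.0655 in FSCs + pFCs-like and 0.101 in muscle-like cells. Counting noise there was 0.0389, 0.0837 and 0.155, against 0.19 to 0.20 at equal depth. The excess is a plain difference whose size depends on the counting noise, so values at unlike noise are not on one scale. The excess in Early-Mid FCs-like cells moved most, to 0.277, with the cells clustered anew under the limits of the Seurat tutorial. That setting was chosen after the data had been seen. The excess in FSCs + pFCs-like cells depended on which clusters bore the name. It was 0.0451 without the cluster led by *CadN* and 0.110 under the stricter naming that left out the largest cluster. With 80 cells per class, a number chosen after the data had been seen, germ cell-like cells had an excess of 0.0872, Late FCs-like cells 0.191 and Early-Mid FCs-like cells 0.0400.

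In the discussion, the paper predicts from its numbers of differentially expressed genes that more genes changed in the follicle lineage than in any other cell type of the ovary, and it states that its observations taken together, among them gaps in the epithelium, missing stalks, DNA damage, disrupted junctions and homologs of genes raised in aged mammalian granulosa cells, emphasize the part of the early FSC lineage in ovarian aging. Of these, gene expression alone was analysed here.

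**Figure D2:**
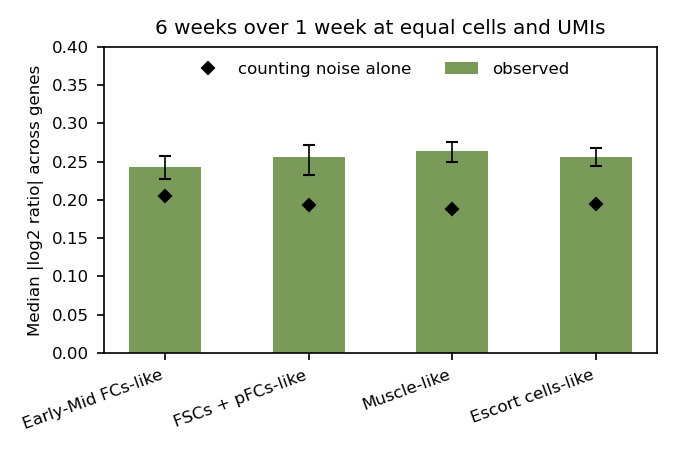
Median absolute log2 ratio, 6 weeks over 1 week, across genes in the 4 classes with at least 300 cells per library, at 300 cells and 1000 UMIs per cell. Bars are the mean of 20 draws, error bars their range, and diamonds the mean value from counting noise alone. Draws overlap more in muscle- and escort-like cells (354 and 392 cells at 1 week) than in Early-Mid FCs-like cells (5179). The ranges are therefore not comparable between classes. Bars lie between 0.24 and 0.26 and diamonds between 0.19 and 0.20.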

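Over all cells kept, 118721990 UMIs were summed at 1 week and 147732187 at 6 weeks, and over the FSCs + pFCs-like cells 7217570 and 9623947. The log2 ratios were set against the fold changes that the authors list per gene in Tables S4 and S5, which come from the same libraries, so that the relation is across genes, which are not independent replicates, and is no independent evidence. In all cells, Pearson's r over the 321 genes of Table S4 was 0.921 (Spearman's rho 0.921), and 320 genes had the same sign. In FSCs + pFCs-like cells, r over the 156 genes of Table S5 was 0.968 (rho 0.826), and 154 genes had the same sign. The r with Table S4 moved most under the limits of the Seurat tutorial, to 0.827, and that with Table S5 under the same limits, to 0.757.

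Among genes with at least 200 UMIs over both libraries, the 5 lowest in all cells were *whe* and CG44142, with 13363 and 2900 UMIs at 1 week and 0 at 6 weeks, CG34212, with 13135 and 2, CG45080, with 32655 and 8, and CG16826, with 11540 and 6. At least 98.5% of the 1-week UMIs of each of these genes lay in 10 cells. The 5 highest were CG43112 (log2 ratio 9.20, 95% interval 8.16 to 10.52), CG42521 (5.99, 5.70 to 6.30), CG10477 (5.95, 4.82 to 7.40), *Def* (4.94, 4.85 to 5.04) and CG12057 (4.46, 3.75 to 5.28), and 10 cells held between 83.8% and 99.3% of the 6-week UMIs of each. In FSCs + pFCs-like cells, the 5 lowest were *Cp15* (-4.80), *Fcp3C* (-4.74), *Vm34Ca* (-3.96), *Vm26Aa* (-3.14) and CG13992 (-2.97), of which the first 4 encode eggshell proteins that UMIs of free RNA can carry into any class. The 5 highest were *Dro* (2.24, 2.03 to 2.47), *Ets21C* (1.32, 1.01 to 1.64), CG42700 (1.31, 0.99 to 1.64), *Cyp6a9* (1.30, 0.84 to 1.79) and *bnl* (1.27, 0.91 to 1.65). With both libraries clustered together, the log2 ratio of *Dro* turned to -0.31.

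As a list, the 13 mitochondrially encoded genes fell by 0.34 on the log2 scale in all cells and by 0.40 in FSCs + pFCs-like cells. Of these genes, 3 were higher at 6 weeks in all cells and 3 in FSCs + pFCs-like cells. The 23 eggshell genes as a list fell by 2.69 in all cells and 1.64 in FSCs + pFCs-like cells. The lists were set against 10000 random lists of genes matched on mean expression, as a description of these libraries. In FSCs + pFCs-like cells, the median log2 ratio of 17 Imd and Toll immune genes was 0.31, at the 100th percentile. That of 12 JNK stress genes was 0.27, at the 100th percentile. That of 17 DNA damage response genes was 0.15, at the 99.5th percentile, but 9 of the 17 were higher, so its genes went both ways. Of these lists, 5 immune, 5 JNK stress and 2 DNA damage response genes are in Table S5, which was chosen on these libraries. The 16 mitosis genes had a median of 0.07, at the 96.6th percentile, and the 20 S phase genes one of -0.02, at the 56.6th percentile. The rise of the DNA damage response list was not seen in all cells, where its median was -0.02, at the 42.0th percentile. With Early-Mid FCs-like cells added to the FSCs + pFCs-like cells, it was -0.01, at the 43.1th percentile.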

In looking at the whole aged ovary, we found 321 differentially expressed genes (DEGs) between the young and aged condition, and 156 DEGs specifically in the FSCs + pFCs cluster (Figure 4D, Figure S5C, Tables S4–, S5). To determine how these transcriptional changes relate to the transcriptional changes in mammalian granulosa cells with age, we merged the FSCs + pFCs cluster with the Early‐Mid FCs cluster to create a more “granulosa‐like” cell cluster, identified the mammalian orthologs of the DEGs in this merged cluster, and cross‐referenced them with a list of age‐associated DEGs from a recently published study of mouse and human aged granulosa cells (Gaylord et al. 2025). Interestingly, we found several genes that are significantly upregulated in both mouse and human granulosa cells that have homologous genes that are significantly upregulated in our aged *Drosophila* “granulosa‐like” cell cluster (Figure 4F). This list includes genes involved in signal transduction, such as the PDGF‐related factor *Pvf1*, and the JNK‐stress pathway effector *Jun‐related antigen*; and immune response genes such as the NFKB1 homolog, *Relish*, and an uncharacterized serine hydrolase, CG10472, that is homologous to mammalian CTRB1 and is predicted to be involved in innate immunity.

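FSCs + pFCs-like and Early-Mid FCs-like cells were merged as in the study, which gave 6559 cells at 1 week and 7220 at 6 weeks. Genes are placed by their FlyBase identifiers on release 6.54 of the BDGP assembly (Ensembl release 115), as the paper's text does not name its build. *Pvf1* (FBgn0030964, X chromosome, 18832682 to 18842901, plus strand) had 20.9 CPM (95% Poisson interval 20.0 to 21.9) at 1 week and 23.5 (22.6 to 24.4) at 6 weeks, a log2 ratio of 0.17 (0.08 to 0.25). Under the limits of the Seurat tutorial its log2 ratio was -0.15. *Jun-related antigen* (*Jra*, FBgn0001291, chromosome arm 2R, 10096480 to 10098556, plus strand) had 51.2 and 75.5 CPM, a log2 ratio of 0.56 (0.51 to 0.61). *Relish* (*Rel*, FBgn0014018, 3R, 9044183 to 9047977, minus strand) had 28.8 and 41.5 CPM, a log2 ratio of 0.52 (0.46 to 0.59). In FSCs + pFCs-like cells alone, the log2 ratio of *Rel* was 1.07 (0.93 to 1.20), and 0.54 with both libraries clustered together, while that of *Pvf1* was 0.22, with an interval (-0.18 to 0.62) that holds 0.

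CG10472 (FBgn0035670, 3L, 6061372 to 6062910, minus strand) had 28 UMIs in the merged cells at 1 week and 87 at 6 weeks, or 0.307 (0.204 to 0.444) and 0.737 (0.590 to 0.909) CPM, a log2 ratio of 1.26 (0.64 to 1.93). With every cell thinned to 1000 UMIs its log2 ratio was -0.14, on fewer counts. Gut- or tubule-like cells held 97.9% of the gene's UMIs at 1 week and 92.2% at 6 weeks, at 200 and 217 CPM. FSCs + pFCs-like cells had 5 and 27 UMIs, or 0.693 (0.225 to 1.62) and 2.81 (1.85 to 4.08) CPM, a log2 ratio of 2.02 (0.62 to 3.75), and Early-Mid FCs-like cells 0.274 and 0.554 (0.422 to 0.713) CPM. Per 100 cells these were 0.362 and 1.62 (1.07 to 2.36) UMIs in FSCs + pFCs-like and 0.444 and 1.08 (0.825 to 1.39) in Early-Mid FCs-like cells, a measure added after the data had been seen. Muscle-like cells had 7.95 CPM (3.64 to 15.1) at 1 week on 9 UMIs, and each of the 5 other named classes outside gut or tubule had 0 to 4 UMIs at 6 weeks, too few to set a background level.

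Of the 16 genes shown in Figure 4F, 15 had a log2 ratio above 0 in the merged cells. In FSCs + pFCs-like cells alone, *Fas3* had the other sign, at -0.11 (-0.14 to -0.08). *Swip-1* (0.89, 0.83 to 0.95) and *B4* (0.81, 0.77 to 0.86) rose most among the genes with over 200 UMIs, and *luna* least (0.10, 0.06 to 0.13). *Ldh*, *Lrp4*, *cher*, *per*, CG9436, *Fas3* and *olf186-M* lay between 0.25 and 0.75, and *Orct* was at 1.29 on 24 and 76 UMIs. CG11426 had 102 and 116 UMIs and a log2 ratio of -0.19, whose interval (-0.58 to 0.21) holds 0.

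**Figure D3:**
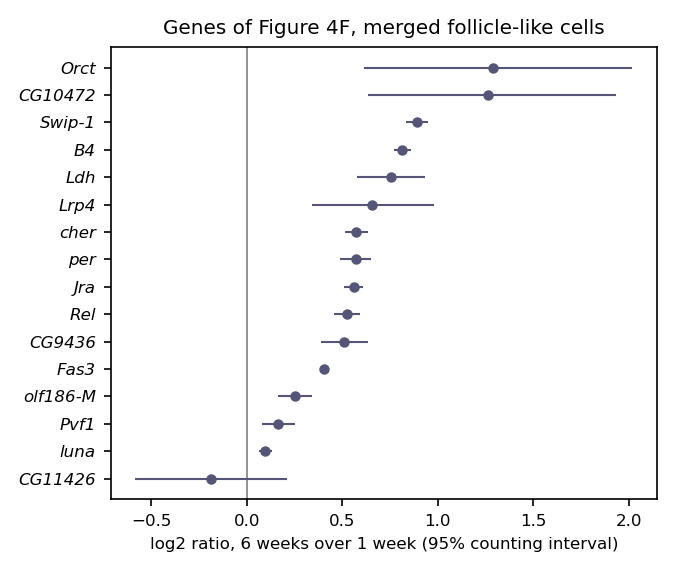
Log2 ratio of CPM, 6 weeks over 1 week, for the 16 genes of Figure 4F in merged FSCs + pFCs-like and Early-Mid FCs-like cells, 1 library per age. Points are the ratios and lines their 95% intervals, which cover counting error only. The intervals are wide for *Orct* and CG10472, which have under 100 UMIs in each library, and that of CG11426 crosses 0.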

**FIGURE 4:**
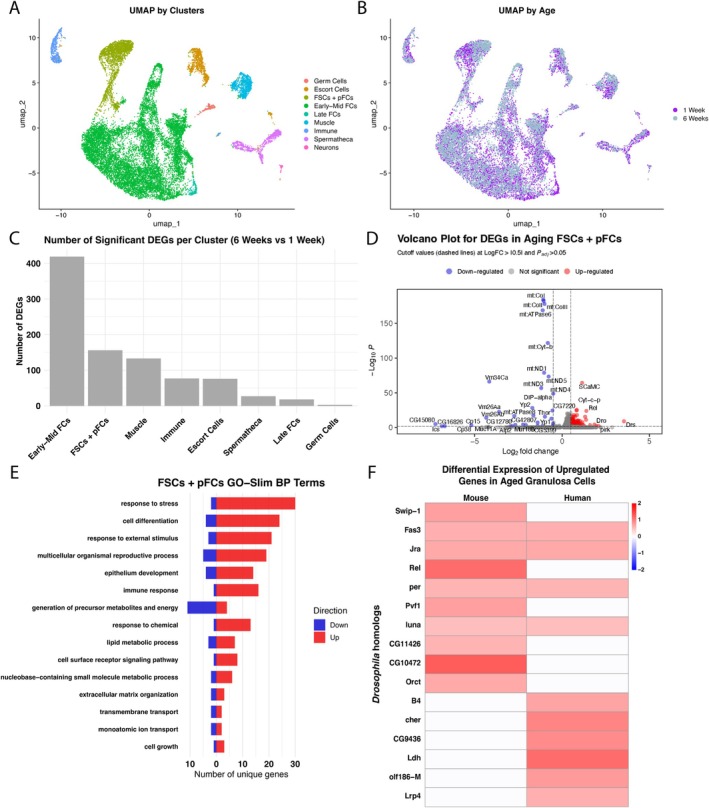
Single‐cell sequencing of young and aged *Drosophila* ovaries reveals large transcriptional differences in aged follicle cells. (A) UMAP of the merged dataset, annotated by the 9 clusters. (B) UMAP of the merged dataset, annotated by the 1‐ and 6‐week old datasets. (C) Ranking of the number of significant differentially expressed genes (DEGs) in each cluster, comparing the 6‐week to the 1‐week old datasets. (D) Volcano plot of DEGs from the FSCs + pFCs cluster. Blue dots are down‐regulated genes, gray dots are not significant genes, and red dots are up‐regulated genes. Significance is indicated by an absolute value log fold‐change greater than 0.5 and adjusted *p*‐value greater than 0.05. (E) Gene ontology terms, using GO‐Slim for the FSCs + pFCs cluster. (F) Heatmap of fly genes with mammalian homologs that are up‐regulated with age, from Gaylord et al. (2025).

### 3.5 Overexpression of *Atg8a* in Early Follicle Cells Prevents Age‐Related Follicle Cell Decline and Rescues Reproductive Capacity

To identify genetic modifications that could counteract the age‐associated decline in fertility, we screened through well‐known genes associated with classic hallmarks of aging, such as cell differentiation, response to stress, and epithelium development (Figure 4E, Figure S5D). Interestingly, we noticed that overexpression of Atg8a::mCherry‐GFP specifically in the early FSC lineage using *109‐30‐Gal4* produced particularly healthy flies. 

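*Atg8a* (FBgn0052672) lies on the X chromosome from 10764878 to 10768338, on the minus strand, and its UMIs were summed per class in the 1-week and 6-week libraries. FSCs + pFCs-like cells had 7164 *Atg8a* UMIs at 1 week and 8964 at 6 weeks, or 993 (95% Poisson interval 970 to 1016) and 931 (912 to 951) CPM, a log2 ratio of -0.09 (-0.14 to -0.05). The sign of this ratio changed with the choice of cells, from -0.25 with both libraries clustered together to 0.13 with a mitochondrial share of up to 10% and 0.53 under the limits of the Seurat tutorial. Early-Mid FCs-like cells had 556 and 535 CPM, a log2 ratio of -0.05 (-0.07 to -0.04), and escort-like cells 1491 and 1509, a difference within counting error. The log2 ratio was 0.68 (0.52 to 0.83) in germ cell-like, 0.54 (0.46 to 0.62) in Late FCs-like and 0.36 (0.26 to 0.46) in muscle-like cells. Over all cells it was 0.12 (0.10 to 0.13). Within the merged FSCs + pFCs-like and Early-Mid FCs-like cells, the median log2 ratio of 22 autophagy genes was -0.05, at the 14.6th percentile of random lists.

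**Figure D4:**
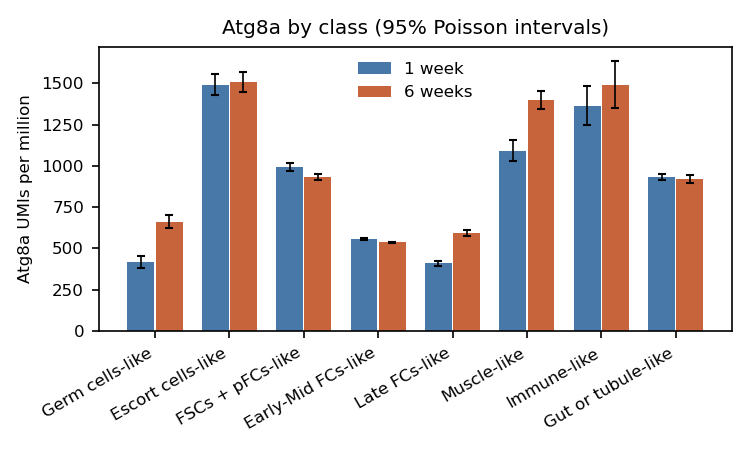
*Atg8a* CPM in each class at 1 week (blue) and 6 weeks (orange), 1 library per age. Error bars are exact Poisson 95% intervals and cover counting error only. FSCs + pFCs-like cells stand at 993 and 931, and germ cell-like cells at 414 and 662.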

*Atg8a* is an autophagy gene that is essential for the initiation of an autophagosome and fusion of the autophagosome to a lysosome (Xie et al. 2008; Barth et al. 2011; Bali and Shravage 2017) and while it did not come up as a significant DEG in our single‐cell RNA sequencing dataset (Figure S5E), autophagy defects are highly associated with age‐associated defects. We therefore investigated whether upregulating *Atg8a* in follicle cells could improve the age‐related decline in ovarian function.

Indeed, we found that there was a significant reduction in the frequency of follicle cell phenotypes relative to an internal control in aged ovaries (Figure 5A–C). Interestingly, we observed a slight increase in follicle cell phenotype frequency in young ovaries (Figure 5C), suggesting that at least some of the beneficial effects of *Atg8a* overexpression may be specific to the aged condition. In addition, we observed a significant increase in the percentage of aged germaria that have maintained the ring of N‐cad upon overexpression of Atg8a::mCherry‐GFP compared to control (Figure 1G′,H′). Moreover, we found that overexpression of Atg8a::mCherry‐GFP decreased the number of highly expressing gH2Av positive follicle cells (Figure 1G,H,G′,H′,I). Additionally, we found that overexpression of Atg8::mCherry‐GFP in follicle cells has cell non‐autonomous effects on the aged germline. While overexpression of Atg8::mCherry‐GFP did not significantly alter the frequency of germaria with LysoTracker^+^ germ‐cell cysts in Region 2a, it eliminated the association between the presence of follicle cell phenotypes and the lack of a LysoTracker^+^ cyst in Region 2a (Figure 6A–D). Finally, we assayed for egg‐laying to determine if overexpression of *Atg8a* in follicle cells could rescue age‐related decline in reproductive capacity (Partridge et al. 1986). We found that egg‐laying increased from 2 ± 1.5 eggs per female per day in aged control *Drosophila* to 5.9 ± 2.6 eggs per female per day in *Atg8a* overexpression condition, a nearly 2‐fold increase in egg‐laying (Figure 6F). Importantly, egg‐laying in aged *Atg8a* overexpression condition was not significantly different from that of young control *Drosophila* (Figure 6F). Taken together, these data indicate that overexpression of *Atg8a* improves age‐related follicle cell decline in tissue integrity, cell adhesion, DNA damage repair, and reproductive capacity in aged ovaries.

**FIGURE 5:**
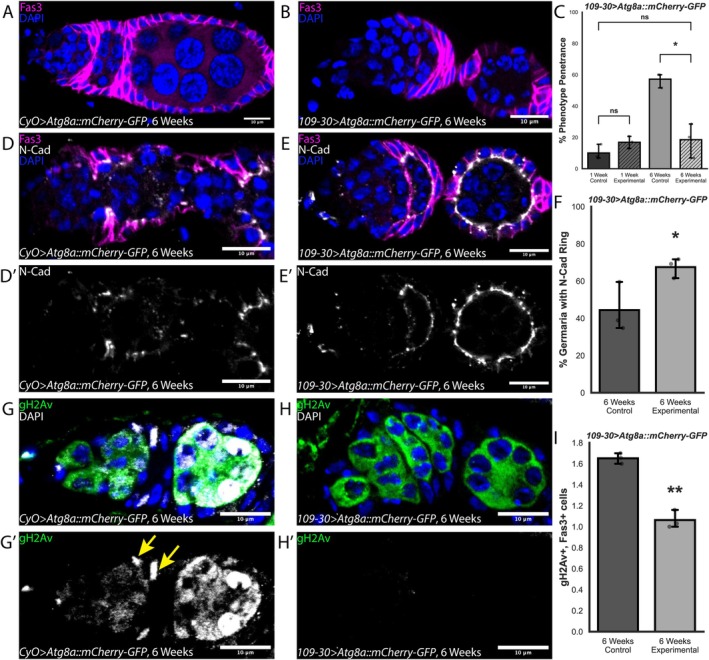
Overexpression of *Atg8a* in follicle cells prevents age‐related follicle cell decline. (A) Germarium from a;CyO;>;Atg8a::mCherry‐GFP; control fly at 6 weeks old stained for Fas3 (magenta) and DAPI (blue). (B) Germarium from a;109‐30;>;Atg8a::mCherry‐GFP; experimental fly stained for Fas3 (magenta) and DAPI (blue). (C) Quantification of percent of germaria with follicle cell phenotypes in 1‐ and 6‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; and ;109‐30;>;Atg8a::mCherry‐GFP;. *n* = 115 and 235 germaria for 1‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; and ;109‐30;>;Atg8a::mCherry‐GFP;, and *n* = 61 and 140 for 6‐weeks‐old ;CyO;>;Atg8a::mCherry‐GFP; and ;109‐30;>;Atg8a::mCherry‐GFP;. (D) Germarium from a 6‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; fly, stained for N‐cad (gray), Fas3 (magenta), and DAPI (blue). (D′) Loss of N‐cadherin ring around developing germ‐cell cysts in 6‐weeks‐old ;CyO;>;Atg8a::mCherry‐GFP;. (E) Germarium from a 6‐week‐old;109‐30;>;Atg8a::mCherry‐GFP; fly, stained for N‐cad (gray), Fas3 (magenta), and DAPI (blue). (E′) Rescue of N‐cad ring around developing germ‐cell cysts in 6‐week‐old ;109‐30;>;Atg8a::mCherry‐GFP; germaria. (F) Quantification of the percent of germaria with the N‐cad ring around germ‐cell cysts in 6‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; and ;109‐30;>;Atg8a::mCherry‐GFP;. *n* = 101 and 118 for 6‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; and ;109‐30;>;Atg8a::mCherry‐GFP;. (G) Germarium from a 6‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; control fly stained for gH2Av (gray), Fas3 (magenta), and DAPI (blue). (H) Germarium from a 6‐week‐old ;109‐30;>;Atg8a::mCherry‐GFP; control fly stained for gH2Av (gray), Fas3 (magenta), and DAPI (blue). (G′, H′) gH2Av identifies sites of DNA damage. (I) Quantification of the number of highly positive gH2Av+, Fas3+ cells per germarium in 6‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; and ;109‐30;>;Atg8a::mCherry‐GFP;. *n* = 77 and 84 for 6‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; and;109‐30;>;Atg8a::mCherry‐GFP;. Scale bars are 10 μm. ns = not significant, *p < 0.05, **p < 0.01, using Welch's *t*‐test (C), Student's *t*‐test (F), and Poisson Dispersion Test (I).

**FIGURE 6:**
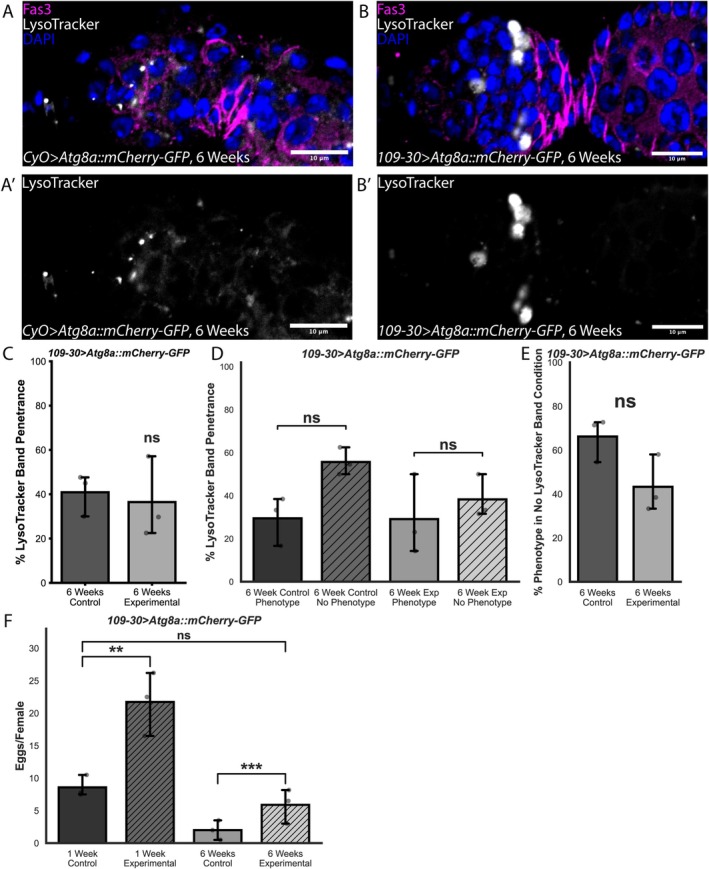
Overexpression of *Atg8a* in follicle cells has a non‐autonomous effect on germ‐cell cyst regulation and rescues egg laying. (A) Germarium from a 6‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; control fly, stained for Lysotracker (gray), Fas3 (magenta), and DAPI (blue). (A′) A Lysotracker‐positive band may be absent anterior to the Region 2a/2b border in phenotype‐positive germaria. (B) Germarium from a 6‐week‐old ;109‐30;>;Atg8a::mCherry‐GFP; experimental fly, stained for Lysotracker (gray), Fas3 (magenta), and DAPI (blue). (B′) Lysotracker‐positive bands may be present anterior to the Region 2a/2b border in phenotype‐negative germaria. (C) Quantification of the percent of germaria with the Lysotracker‐positive band in 6‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; and ;109‐30;>;Atg8a::mCherry‐GFP;. *n* = 51 and 84 germaria for ;CyO;>;Atg8a::mCherry‐GFP; and ;109‐30;>;Atg8a::mCherry‐GFP. (D) Quantification of the percent of 6‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; germaria and percent of 6‐week‐old ;109‐30;>;Atg8a::mCherry‐GFP; with the Lysotracker‐positive band in phenotype‐positive and phenotype‐negative germaria. *n* = 28 ;CyO;>;Atg8a::mCherry‐GFP; phenotype‐positive germaria, *n* = 23 ;CyO;>;Atg8a::mCherry‐GFP; phenotype‐negative germaria, *n* = 36 ;10,930;>;Atg8a::mCherry‐GFP; phenotype‐positive germaria, *n* = 49 ;109‐30;>;Atg8a::mCherry‐GFP; phenotype‐negative germaria. (E) Quantification of phenotype penetrance in germaria where no Lysotracker‐positive band is present for ;CyO;>;Atg8a::mCherry‐GFP; and ;109‐30;>;Atg8a::mCherry‐GFP;. *n* = 29 and 60 germaria for ;CyO;>;Atg8a::mCherry‐GFP; and ;109‐30;>;Atg8a::mCherry‐GFP;. (F) Quantification of eggs laid per female in a 24‐h period for 1‐ and 6‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; and ;109‐30;>;Atg8a::mCherry‐GFP; flies. *n* = 10 and 11 vials for 1‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; and ;109‐30;>;Atg8a::mCherry‐GFP;, and *n* = 5 and 8 vials for 6‐week‐old ;CyO;>;Atg8a::mCherry‐GFP; and ;109‐30;>;Atg8a::mCherry‐GFP;. Scale bars are 10 μm. ns = not significant, **p < 0.01, ***p < 0.001, using Welch's *t*‐test (C, E), Binomial General Linearized Mixed Model (D), and Poisson Distribution Test (F).

## 4 Discussion

Here, we have identified several key genetic and cellular changes that accumulate with age in the *Drosophila* follicle epithelium and discovered a targeted intervention, overexpression of *Atg8a* specifically in the early FSC lineage, that ameliorates these phenotypes. Several of the defects we identified, such as gaps in the follicle epithelium and the lack of an interfollicular stalk, are incompatible with follicle development and thus likely to be significant causes of reduced fecundity in aged flies. In addition, we identified intracellular phenotypes, including increased DNA damage and a disruption of cellular junctions, that indicate a loss of normal follicle cell function. Moreover, our scRNA‐seq data provide a comprehensive account of cell type specific changes in gene expression with age. Interestingly, our analysis predicts that there are more differentially expressed genes in the follicle lineage than any other cell type in the ovary. Additionally, several of the highly upregulated genes in mammalian aged granulosa cells are homologous to significantly upregulated genes in the aged *Drosophila* follicle lineage. Taken together, these observations emphasize the importance of the early FSC lineage in *Drosophila* ovarian aging and provide a baseline description of age‐associated changes in this tissue that can be used to evaluate the effects of experimental interventions that target follicle cells. Notably, the follicle cell phenotypes we observed, including DNA damage and cell cycle alterations, are also hallmarks of reproductive aging in mammals (Balough et al. 2024), highlighting the opportunity to understand conserved mechanisms of reproductive aging through these studies.

We were surprised to find that overexpression of *Atg8a* with *190‐30‐Gal4* is sufficient to increase fecundity in both young and old flies. *109‐30‐Gal4* expression is restricted to a relatively small population of somatic cells located in the posterior half of the germarium and the first 2–3 budded follicles, yet genetic manipulation of this small population increased the overall output of the whole ovary. This demonstrates that oogenesis is not operating at maximum capacity under the growth conditions we used, and that the function of these cells in the early FSC lineage is rate‐limiting. In addition, though fecundity still declines with age in flies with *Atg8a* overexpression, it is notable that the rate of egg laying in the aged condition is not significantly different from that of young control flies. Thus, despite the impact of other sources of decline that inevitably occur with age, these flies still maintain a youthful level of fecundity in the aged condition. These findings are consistent with emerging evidence that targeting the effects of ovarian somatic cell aging in mammals may slow reproductive aging. For example, the pro‐inflammatory signal, CD38, which is primarily expressed in endothelial and immune cells, increases with age and global inhibition of this increase enhances fertility in aged mice (Yang et al. 2024). Likewise, interventions that reduce fibrosis caused by ovarian somatic cells are being considered as possible therapeutic avenues (Umehara et al. 2022). An advantage of these interventions is that, by focusing on the support cells, they avoid direct manipulation of the germ cells that will contribute to the next generation. The genetic tools available here enabled us to use targeted genetic manipulations to study the role of somatic cells in reproductive aging.

The cells of the early FSC lineage may influence the rate of oogenesis through their direct role in facilitating follicle formation as well as through signaling with germ cells that helps coordinate the supply of follicle cells with demand from newly‐produced germ‐cell cysts. A key factor in this coordination process is the nutrition‐dependent checkpoint at Region 2a. This checkpoint and a second one that occurs in mid oogenesis may be orthologous to a process in the mammalian ovary in which granulosa cells secrete signals to induce follicle atresia (Pritchett et al. 2009). We found that the frequency of germaria with a dying cyst in Region 2a did not change between young and old flies or even with the overexpression of *Atg8*. However, the presence of age‐associated follicle cell phenotypes is linked to the absence of a dying cyst in Region 2a, raising the interesting possibility that germaria without a recent activation of this checkpoint are more susceptible to a loss of coordination between germ cells and follicle cells. Alternatively, germaria with follicle cell phenotypes may be less likely to activate the checkpoint, possibly leading to further loss of coordination. Understanding how a loss of coordination at this stage of oogenesis contributes to overall fecundity rates will be an important topic for future studies.

Mechanistically, *Atg8a*, which is homologous to mammalian LC3, is well‐studied as a key regulator of autophagy (Kabeya et al. 2000; Gatica et al. 2018). Autophagy is a protective cellular function that promotes the degradation of proteins, organelles, and other cellular components to mitigate the accumulation of damaged biomolecules over time (Gatica et al. 2018). Autophagy is regulated by a cascade of signals, with several ATG (autophagy‐related genes) involved (Gatica et al. 2018; Bali and Shravage 2017). *Atg8a* resides on the membrane of autophagosomes during formation and expansion and is known to increase in expression in response to stress conditions such as starvation and reactive oxygen species accumulation in the *Drosophila* ovary (Xie et al. 2008; Barth et al. 2011; Bali and Shravage 2017). In addition, an upstream regulator, *Atg7*, is required in follicle cells for coordination between germ cells and follicle cells in the progression of oogenesis (Barth et al. 2011). In the mammalian ovary, LC3 expression and standard indicators of autophagy activity, such as lysosome number and autolysosome fusion, decline with age, thus reducing the capacity of this protective mechanism (Peters et al. 2021; Yao et al. 2024). Autophagy is critical for DNA damage mediation, where autophagy is promoted by the DNA damage response and repair pathways (Czarny et al. 2015; Gomes et al. 2017). Additionally, autophagy, and *Atg8a* specifically, also works upstream to prevent DNA damage and oxidative stress (Nagy et al. 2018; Simonsen et al. 2008). Consistent with this, we found that overexpression of *Atg8a* decreases the accumulation of DNA damage in follicle cells. Likewise, autophagy machinery is known to traffic E‐cadherin to lysosomes (Damiano et al. 2020). This suggests that similar mechanisms may facilitate the maintenance of proper N‐cad localization in ovarioles with *Atg8a* overexpression, as we have shown. These anti‐aging effects at the cellular level likely contribute to the improved function of the follicle epithelium at the tissue level.

In summary, this study contributes to a growing body of literature that highlights the importance of ovarian somatic cells in reproductive health and aging. Further studies into other features of follicle cell aging and how they contribute to the decline in overall ovarian function will be of interest. In addition, with emerging evidence that ovarian health contributes to overall organism health, our findings will support future efforts to investigate the effects of follicle cell health on other organ systems and lifespan.

## Author Contributions

E.A.W. and T.G.N. contributed to conceptualization, data curation, formal analysis, funding acquisition, supervision, and visualization. E.A.W. contributed to investigation, and writing – original draft preparation. T.G.N. contributed to methodology, project administration, and writing – review and editing.

## Funding

This work was supported by the National Institute of General Medical Sciences of the National Institutes of Health under Award Number R35GM136348 to T.G.N., a Bakar Aging Research Institute Investigator Award to T.G.N., the Eunice Kennedy Shriver National Institute Of Child Health & Human Development of the National Institutes of Health under Award Number T32HD007470, and a National Science Foundation Graduate Research Fellowship under Grant No 2445150 to E.A.W. CAT is supported by UCSF PBBR, RRP IMIA, and NIH 1S10OD028511‐01 grants.

## Ethics Statement

This manuscript is not currently under consideration for publication elsewhere and does not involve the use of human subjects or vertebrate animal models. The authors do not have any financial conflicts of interest to declare.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Schematics of aging phenotypes for characterizations. (A) Schematic of no phenotype condition. (B) Schematic of epithelial gapping phenotype, where germ cysts are not fully encapsulated by early follicle cells. (C) Schematic of dysregulated epithelium phenotype, where early follicle cells are not forming a single‐layer epithelium. (D) Schematic of epithelial cell death phenotype, where large groups of follicle cells appear rounded, rather than cuboidal. (E) Schematic of an example of impaired stalk development phenotype, where stalk cells may not be present between developing follicles.

**Figure S2:** Further characteristics of the aging ovary. (A, B) Germarium from a 1‐week‐old (A) and 6‐week‐old (B) *w1118(x);;* flies, stained for Vkg (green), Fas3 (magenta), and DAPI (blue). (A′, B′) Vkg encodes for a subunit of collagen IV, which integrates into the basement membrane around the perimeter of the germarium. (C) Quantification of the average intensity of Vkg around the perimeter of the germarium at 1‐ and 6‐week‐old. *n* = 26 and 27 germaria for 1‐ and 6‐week‐old. (D, E) Germarium from a 1‐week‐old (C) and 6‐week‐old (D) *w1118(x);;* flies, stained for TUNEL (green), Fas3 (magenta), and DAPI (blue). (D′, E′) TUNEL stains sites of DNA fragmentation, indicating final stages of apoptosis. (F) Quantification of the average number of TUNEL‐positive, Fas3‐positive cells per germarium at 1‐ and 6‐week‐old. *n* = 110 and 119 germaria for 1‐ and 6‐week‐old. Scale bars are 10 μm. ns = not significant, using Welch's *t*‐test (C) and Poisson Distribution Test (F).

**Figure S3:** Large LysoTracker‐positive structures in Region 2a are not canonical lysosomes or late endosomes. (A) Germarium from a 1‐week‐old*;;Lamp1::3x‐mCherry* fly, stained for RFP (magenta) and DAPI (blue). (A′) Lamp1 is a membrane protein on lysosomes and does not have the same pattern as the large Lysotracker‐positive structures seen in Region 2a. (B) Germarium from a 1‐week‐old*;;w1118(x)* fly, stained for Rab7 (green), Lysotracker (gray), and DAPI (blue). (B′) Rab7 is a protein associated with late endosomes and does not colocalize with the large Lysotracker‐positive structures seen in Region 2a.

**Figure S4:** Quality control plots for single‐cell RNA sequencing of young and aged ovaries. (A, B) Violin plots for the number of RNA features by age and replicate. (A′, B′) Violin plots for the number of RNA counts by age and replicate. (A″, B″) Violin plots for the percent mitochondria reads per cell ID by age and replicate.

**Figure S5:** Cluster identification and additional analysis of single‐cell RNA sequencing of young and aged ovaries. (A) Dot plot of gene expression for markers associated with each cluster of cells. (B) Mean silhouette score for each cluster compared against its own dataset for 1‐ and 6‐week‐old. (C) Volcano plot of DEGs for the whole ovary. Blue dots are down‐regulated genes, gray dots are not significant genes, and red dots are up‐regulated genes. Significance is indicated by an absolute value log fold‐change greater than 0.5 and adjusted *p*‐value greater than 0.05. (D) Gene ontology terms, using GO‐Slim for the whole ovary. (E) Dot plot of gene expression for *Atg8a* in each cluster for 1‐ and 6‐week‐old.

**Table S1:** Cell counts by dataset.

**Table S2:** Top 50 DEGs by cluster comparing the 1‐ and 6‐week‐old datasets.

**Table S3:** Number of significant DEGs by cluster comparing the datasets from 1 and 6 weeks old.

**Table S4:** List of the 321 significant DEGs for whole aging ovary.

**Table S5:** List of the 156 significant DEGs for whole aging ovary.

## Data Availability

Raw data files, code for generating graphs and statistical analysis, and code for building the Seurat object are available via the GitHub repository (https://github.com/NystulLab/WolfgramAgingOvary.git). FASTQ are available on GEO (accession # GSE318563).

How the deposited data were processed for this re-analysis (not part of the article)

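Single cells of *w1118(x)* ovaries were sequenced at 1 week and 6 weeks after eclosion, and 1 library per age was analysed here. The legend of Figure S4 mentions replicates, and the counts carry no mark of a replicate, so cells could not be split by it. The paper names 10x Genomics 3′ kits of versions 3.3 and 4, and the sample labels name version 4 for both libraries. The authors aligned the reads and counted UMIs per gene and barcode with Cell Ranger, and they deposited these UMI counts without normalization and before their Seurat filter on cells. In the counts, every value is a whole number and no barcode has under 500 UMIs. The single-cell libraries are the part of the paper analysed here. Its imaging and egg-laying experiments were not analysed, nor were its gene ontology terms.

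Cells were kept with at least 500 genes, at least 1000 UMIs and a mitochondrial share of up to 20%. Counts were scaled per cell and log-transformed, and the 2000 most variable genes, without mitochondrially encoded genes and the genes of Tables S4 and S5, were reduced to 30 principal components. The 1-week cells were joined in a graph of 20 nearest neighbors and clustered by the Leiden method at resolution 1. Each 6-week cell was then given the cluster of most of its 30 nearest 1-week cells, and 66.5% of the 6-week cells had over 80% of these neighbors in the chosen cluster.

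A cluster took a class name when at least 3 markers of the class were raised at least 2-fold and detected in at least 10% of its cells, at least 1 of them was among its 10 leading genes, and no other class outside the follicle lineage had 3 such markers. Leading genes were ranked by fold among the genes detected in at least 25% of the cells. A cluster with no such class was named Early-Mid FCs-like when at least 3 markers of that class were detected in 25% of its cells, up to 10 genes were raised 8-fold, and its depth was at least the median of the library divided by 3. The marker lists were set before the data were examined. These thresholds were set after the clusters had been seen, the definition of leading genes was chosen from 4 versions, and gut and Malpighian tubule clusters were joined after they had been seen. The remaining cells, 984 at 1 week and 1305 at 6 weeks, were left unnamed.

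UMIs were summed over all cells, over the FSCs + pFCs-like cells, and over these merged with the Early-Mid FCs-like cells. Genes with at least 30 UMIs over both libraries were used for lists, 10056 in all cells, 7339 in FSCs + pFCs-like cells and 9042 in the merged cells, whose median log2 ratios were -0.01, -0.02 and -0.00. Log2 ratios have exact binomial intervals, CPM exact Poisson intervals and shares exact binomial intervals, all at 95%. These cover counting error only, and no p-value was computed. Genes were named by a rule set before the data were examined. It takes every gene that the paper names in its single-cell text and in Figure 4F, and the 5 highest and 5 lowest log2 ratios in all cells and in FSCs + pFCs-like cells among genes with at least 200 UMIs. Genes were placed by their FlyBase identifiers on release 6.54 of the BDGP assembly, from Ensembl release 115.

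Gene lists written before the tests were scored by the median log2 ratio, as a percentile among 10000 random lists matched on mean expression. They were lists of mitochondrially encoded, nuclear-encoded respiratory chain, eggshell, S phase, mitosis, autophagy, Imd and Toll immune, DNA damage response, JNK stress, adhesion, hemocyte, fat body, gut and Malpighian tubule genes. Lists of enteroendocrine peptide and neurotransmitter genes were written after a cluster led by peptide genes had been seen. For the comparison at equal depth, 300 cells per library and class were drawn 20 times and thinned to 1000 UMIs per cell, and the value from counting noise was drawn from the pooled proportions of both libraries.

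The calculations were tested on simulated data with the depths of these libraries, in which 200 genes had a log2 change of 1. The direction was right for 100% of them in all cells and 99.5% in FSCs + pFCs-like cells, and the median errors of their log2 ratios were 0.03 and 0.09. The 95% intervals held the true value for 95.5% of the genes in both groups of cells. With no change, the excess over counting noise was -0.00107, and with changes of SD 0.5 it was 0.204. These simulated counts were drawn from summed proportions and hold no variation between cells. Such variation can raise the excess in the real draws, and no split within a library was run to measure it.

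Alternatives covered the filter on cells, the genes and libraries used for clustering, the removal of doublets, the number of clusters, the scale of the counts, the depth of each cell, and the number of cells and genes at equal depth. Doublets were left in, and as an alternative a score like that of Scrublet, at a rate of 0.4% per 1000 barcodes, removed 1217 cells at 1 week (13.3%) and 799 at 6 weeks (8.09%). The alternatives on the filter keep the classes of the clusters described above. They were first run with the cells clustered anew, whose class sizes had been seen when this was chosen, and both ways are reported.

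Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9.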

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

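The test of where gut and Malpighian tubule transcripts lie was set before its result was seen, while the gut and tubule clusters were joined after the clusters had been seen.

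The paper's text names no gut or tubule cells. Gut- or tubule-like cells were 6.10% of the cells kept at 1 week and 2.77% at 6 weeks, on 557 and 274 cells, and carried markers of the gut (*mex1*, *Ssk*, *mesh*, *Tsp2A*) or of the Malpighian tubule (*Uro*, *Irk3*). In all cells, *Ssk* had 21787 UMIs at 1 week and 12202 at 6 weeks, *betaTry* 6083 and 82, and *Uro* 3875 and 996. The sum of the 12 gut genes fell by 1.53 on the log2 scale from 1 week to 6 weeks, and that of the 7 tubule genes fell by 1.37. Their median log2 ratios were -1.52 (percentile 0 of random lists) and -0.73 (percentile 0.470), with 4 of the gut genes and 1 of the tubule genes in Table S4 and none in Table S5. Of the gut genes, 8 also reached 30 UMIs in the merged follicle-like cells.

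A technical explanation is that pieces of gut and tubule came along with the dissected ovaries. It predicts that the transcripts sit in few cells, and at least 87.8% of the UMIs of each list, in each library, lay in the 2% of cells with most of them. RNA spread over all droplets would not give this. Gut- or tubule-like cells held 92.1% and 79.8% of the gut list's UMIs and 93.2% and 90.2% of the tubule list's. Their clusters were named by gut and tubule markers, so this follows in part from the naming and is no separate evidence. The share of gut- or tubule-like cells was lower at 6 weeks under each alternative run that named such cells. It was 2.84% and 1.53% with both libraries clustered together, and 2.77% and 1.37% at a Leiden resolution of 2. With the genes of Tables S4 and S5 among the variable genes, it was 2.88% and 1.50%. With leading genes taken from those detected in 50% of the cells, chosen after the data had been seen, it was 1.84% and 1.10%. Why there were fewer of these cells at 6 weeks was not tested. A difference between the dissections and a difference due to age both stay open with 1 library per age, as does the different share of barcodes kept in the libraries.

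These cells may be those of the paper's Spermatheca cluster, which the paper marks by *lz* and which held the paper's 593 cells (5.33%) at 1 week and the paper's 260 cells (2.68%) at 6 weeks. *lz* was enriched in both gut- or tubule-like clusters. Gut- or tubule-like cells held 57.9% and 49.3% of its 710 and 830 UMIs and 12.7% and 6.71% of the 2167 and 2547 of *Hr39*. *Send1*, *Send2* and CG17239, the other genes on the spermatheca list, had 0 UMIs in these cells and up to 8 in all cells of either library. With so few UMIs the list decides neither for nor against spermatheca cells elsewhere. At 2.88% and 1.50% with the genes of Tables S4 and S5 among the variable genes, the class was smaller than that cluster at both ages. Which cells the paper placed there was not analysed here.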

How the results depend on the processing

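The alternatives of the last group below, and the weighting of clusters, were chosen after the results had been seen. The others were set before the data were examined. No paired analysis was possible because 1 library per age was analysed, with no mark of a replicate. In all, 1536 values were recomputed under an alternative. For the main comparisons, 72 counted as kept, 103 moved in the same direction and 7 reversed. A value counted as kept when it lay within the 95% counting interval of the value above, for counts of cells or genes when it lay within 1.5 times of it, and for results with no interval, such as r, the excess and the summed difference, when both were equal to 2 decimals. For other values, chiefly single genes and shares of single classes, 894 were kept, 444 moved and 16 reversed. Each comparison is reported as the value it took, and the cause was not tested except where the alternative's construction gives it.

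In what follows, the summed difference is the sum of the differences in class shares between the libraries divided by 2 (5.32 percentage points in the analysis above), r is Pearson's correlation across genes with Table S4 in all cells or with Table S5 in FSCs + pFCs-like cells (0.921 and 0.968), and the excess is the median absolute log2 ratio above counting noise at equal depth. The log2 ratios in FSCs + pFCs-like cells were -0.40 for mitochondrially encoded genes, -1.64 for eggshell genes and -0.09 for *Atg8a*.

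With a mitochondrial share of up to 10% in place of 20%, the summed difference was 14.1 points, and r was 0.910 with Table S4, while it was 0.953 with Table S5. The excess was 0.0834 in FSCs + pFCs-like cells, and log2 ratios in FSCs + pFCs-like cells were -0.36 for mitochondrially encoded genes and 0.13 for *Atg8a*. With no limit on the mitochondrial share, the summed difference was 4.77 points. The excess was 0.0610 in Early-Mid FCs-like cells, 0.119 in muscle-like cells and 0.0857 in escort-like cells, and log2 ratios in FSCs + pFCs-like cells were -0.37 for mitochondrially encoded genes and -1.84 for eggshell genes. Under the limits of the Seurat tutorial, the summed difference was 30.3 points, and r was 0.827 with Table S4, while it was 0.757 with Table S5. The excess was 0.0483 in Early-Mid FCs-like cells, log2 ratios in FSCs + pFCs-like cells were -0.19 for mitochondrially encoded genes, -0.73 for eggshell genes and 0.53 for *Atg8a*, and log2 ratios in merged follicle-like cells were 0.10 for *Atg8a* and -0.15 for *Pvf1*. With at least 1000 genes per cell, the summed difference was 5.57 points, and r was 0.959 with Table S5. The excess was 0.0472 in FSCs + pFCs-like cells, and log2 ratios in FSCs + pFCs-like cells were -0.41 for mitochondrially encoded genes and -0.039 for *Atg8a*. With both libraries clustered together, the summed difference was 5.48 points, and r was 0.942 with Table S5. The excess was 0.0935 in FSCs + pFCs-like cells and 0.0700 in muscle-like cells, log2 ratios in FSCs + pFCs-like cells were -0.23 for mitochondrially encoded genes, -1.78 for eggshell genes, -0.25 for *Atg8a*, -0.067 for *luna* and -0.31 for *Dro*, and mean silhouette scores were 0.103 in gut- or tubule-like cells at 1 week, -0.00637 in FSCs + pFCs-like cells at 6 weeks and 0.124 in gut- or tubule-like cells at 6 weeks. With the genes of Tables S4 and S5 among the variable genes, the summed difference was 3.43 points. The excess was 0.0500 in FSCs + pFCs-like cells, 0.0731 in muscle-like cells and 0.0688 in escort-like cells, log2 ratios in FSCs + pFCs-like cells were -0.69 for mitochondrially encoded genes, -2.98 for eggshell genes and 0.026 for *Atg8a*, and mean silhouette scores were 0.109 in gut- or tubule-like cells at 1 week and 0.187 in gut- or tubule-like cells at 6 weeks. With doublets removed, the summed difference was 5.16 points, and r was 0.857 with Table S4. The excess was 0.0697 in FSCs + pFCs-like cells, and log2 ratios in FSCs + pFCs-like cells were -0.44 for mitochondrially encoded genes and -1.77 for eggshell genes.

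At a Leiden resolution of 0.5, the summed difference was 5.56 points. At a Leiden resolution of 2, the summed difference was 3.61 points. With CPM computed without mitochondrial genes, the excess was 0.0693 in muscle-like cells and 0.0518 in escort-like cells. With log2 ratios centred on the median gene, the excess was 0.0703 in muscle-like cells and 0.0527 in escort-like cells, and the log2 ratio in FSCs + pFCs-like cells was -0.38 for mitochondrially encoded genes. As a mean over cells on the scale of Seurat, r was 0.977 with Table S4, while it was 0.978 with Table S5. The excess was 0.0749 in muscle-like cells, and log2 ratios in FSCs + pFCs-like cells were -0.38 for mitochondrially encoded genes, -1.86 for eggshell genes and -0.19 for *Atg8a*. With every cell thinned to 1000 UMIs, log2 ratios in FSCs + pFCs-like cells were -0.38 for mitochondrially encoded genes, -1.88 for eggshell genes and -0.16 for *Atg8a*, and the log2 ratio in merged follicle-like cells was -0.14 for CG10472. With 100 cells per class, the excess was 0.0454 in Early-Mid FCs-like cells, 0.0710 in FSCs + pFCs-like cells and 0.0727 in escort-like cells. With all cells at full depth, the excess was 0.0990 in Early-Mid FCs-like cells, 0.0655 in FSCs + pFCs-like cells, 0.101 in muscle-like cells and 0.0747 in escort-like cells. With at least 100 UMIs per gene, the excess was 0.0451 in Early-Mid FCs-like cells, 0.0786 in FSCs + pFCs-like cells, 0.0949 in muscle-like cells and 0.0759 in escort-like cells. With the same genes in every class, the excess was 0.0696 in muscle-like cells and 0.0674 in escort-like cells.

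Chosen after the results had been seen were the following. With the 6-week clusters weighted to their 1-week shares, r was 0.854 with Table S4. With 80 cells per class, the excess was 0.0770 in FSCs + pFCs-like cells, 0.0911 in muscle-like cells and 0.0757 in escort-like cells. With leading genes taken from those detected in 10% of the cells, r was 0.918 with Table S5. The excess was 0.110 in FSCs + pFCs-like cells, and log2 ratios in FSCs + pFCs-like cells were -0.13 for mitochondrially encoded genes, -0.21 for *Atg8a*, -0.35 for *luna* and -0.19 for *Dro*. With leading genes taken from those detected in 50% of the cells, the summed difference was 2.91 points. With 10 CPM added before leading genes were ranked, the summed difference was 4.58 points. Without the cluster led by *CadN*, the summed difference was 6.01 points, and r was 0.976 with Table S5. The excess was 0.0451 in FSCs + pFCs-like cells, and log2 ratios in FSCs + pFCs-like cells were -0.68 for mitochondrially encoded genes, -1.51 for eggshell genes and 0.020 for *Atg8a*. With a mitochondrial share of up to 10% and the cells clustered anew, the summed difference was 9.20 points, and r was 0.910 with Table S4, while it was 0.778 with Table S5. The excess was 0.0477 in Early-Mid FCs-like cells, and log2 ratios in FSCs + pFCs-like cells were -0.39 for mitochondrially encoded genes, -1.17 for eggshell genes, 0.026 for *Atg8a*, -0.20 for *luna* and -0.20 for CG42700. With no limit on the mitochondrial share and the cells clustered anew, the summed difference was 5.72 points, and r was 0.985 with Table S5. The excess was 0.0565 in Early-Mid FCs-like cells, 0.121 in muscle-like cells and 0.0657 in escort-like cells, and log2 ratios in FSCs + pFCs-like cells were -0.86 for mitochondrially encoded genes, -1.50 for eggshell genes and 0.021 for *Atg8a*. Under the limits of the Seurat tutorial with the cells clustered anew, the summed difference was 11.3 points, and r was 0.827 with Table S4. The excess was 0.277 in Early-Mid FCs-like cells, and log2 ratios in merged follicle-like cells were 0.14 for eggshell genes and 0.30 for *Atg8a*. With at least 1000 genes per cell and the cells clustered anew, the summed difference was 3.14 points. The excess was 0.0446 in FSCs + pFCs-like cells, and log2 ratios in FSCs + pFCs-like cells were -0.68 for mitochondrially encoded genes, -1.48 for eggshell genes and 0.042 for *Atg8a*.

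The log2 ratio of mitochondrially encoded genes in FSCs + pFCs-like cells stayed below 0 under every alternative that gave it, between -0.86 and -0.13, and that of eggshell genes there stayed between -2.98 and -0.73. The r with Table S4 stayed at 0.827 or above and that with Table S5 at 0.757 or above. The log2 ratio of *Atg8a* in FSCs + pFCs-like cells took both signs, from -0.25 to 0.53. Early-Mid FCs-like cells had the smallest excess of the classes that could be drawn, except with all cells at full depth (0.0990 against 0.0655 in FSCs + pFCs-like cells) and, by a small margin, without a mitochondrial limit and with the cells clustered anew (0.0565 against 0.0554). Under the limits of the Seurat tutorial, and with a mitochondrial share of up to 10% and the cells clustered anew, no other class could be drawn. With leading genes taken from those detected in 10% of the cells, the largest FSCs + pFCs-like cluster lost its name, and the class fell to 6.82% and 8.67% of the cells.

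Some alternatives gave no excess for a class, because it had under 300 cells in a library. These were muscle- and escort-like cells with a mitochondrial share of up to 10% and with at least 1000 genes, and FSCs + pFCs-, muscle- and escort-like cells under the limits of the Seurat tutorial. Clustered anew, the same classes were missing with at least 1000 genes, and FSCs + pFCs-like cells also with a mitochondrial share of up to 10%. Clustered anew under the limits of the tutorial, no cluster was named FSCs + pFCs-like, so no value of that class was given. No ratio was given for a gene with 0 UMIs at an age. Thinning every cell to 1000 UMIs leaves CG10472 with fewer counts, which by itself widens the interval of its log2 ratio.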

Differences from the paper's values

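The paper's values are those of its supplementary tables. The classes compared are rebuilt, so a difference may come from the names given to clusters. Under other leading genes, the share of immune-like cells at 1 week was 3.49% (3.13 to 3.89). This was nearer the paper's 3.94% but still outside counting error. Log2 ratios are also given as a mean over cells on the scale of Seurat, which the paper's tool computes. A gap is called closed where the value came closer and lay within counting error of the paper's, that is within the width of its interval divided by 2 (that of the value as first computed for the scale of Seurat, which has no interval). A wider interval on fewer counts makes this easier. Of the alternatives set before the data were examined, the Leiden resolutions were set and run for shares and not for log2 ratios, so statements on log2 ratios below leave them out.

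Late FCs made up 0.196% of the cells at 6 weeks in the paper (of 9692 cells) and Late FCs-like cells 0.860% here (of 9878 cells). Of the alternatives set before the data were examined, the limits of the Seurat tutorial (0.0920%) brought the value within counting error of the paper's. These limits keep cells with under 2500 genes, and Late FCs-like cells had a median of 67509 UMIs at 6 weeks. At 1 week they left no Late FCs-like cells, against 1.36% in the paper, so the closed gap decides nothing. A mitochondrial share of up to 10%, no mitochondrial limit, at least 1000 genes, clustering both libraries together, variable genes with Tables S4 and S5, removing doublets and the other Leiden resolutions did not close it. Immune cells made up 3.94% of 11126 cells at 1 week and 3.61% of 9692 cells at 6 weeks in the paper, and immune-like cells 0.569% of 9131 and 0.182% of 9878 here. None of the alternatives set before the data were examined closed these gaps. With leading genes taken from those detected in 50% of the cells, immune-like cells were 3.49% and 3.51%. With no mitochondrial limit and the cells clustered anew, they were 3.51% and 3.48%. Both settings were chosen after seeing the values. The first counts a cluster led by *abd-A*, in which *Hml* and *He* were not enriched. Other gaps were smaller in proportion but also outside counting error. Early-Mid FCs were 63.8% and 69.8% in the paper against 56.7% and 56.2% here. FSCs + pFCs were 12.6% and 12.3% against 15.1% and 16.9%, and escort cells 6.21% and 5.11% against 4.29% and 4.06%. Muscle was 5.09% against 3.88% at 1 week, but within counting error at 6 weeks. Germ cells, and Late FCs at 1 week, were within counting error.

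In all cells, the paper's log2 fold change of *Swip-1* was 0.73 and the log2 ratio here 0.80 (0.80 on the scale of Seurat). None of the alternatives set before the data were examined brought the value within counting error by moving it closer, and the closest was no limit on the mitochondrial share (0.77). Thinning every cell to 1000 UMIs moved it farther away (0.82), with an interval wide enough to hold the paper's value. For *Fas3* the paper's value was 0.59 and the value here 0.65 (0.66 on the scale of Seurat), and none of the alternatives set before the data were examined closed the gap. For *Rel* the paper's value was 0.84 and the value here 0.55. The scale of Seurat (0.80) and thinning (0.84) closed the gap, and none of the other alternatives set before the data were examined did. For *cher* the paper's value was 0.80 and the value here 0.86 (1.04 on the scale of Seurat). At least 1000 genes per cell (0.84) closed the gap, with the classes kept or, as chosen after seeing the values, with the cells clustered anew, and none of the other alternatives set before the data were examined did.

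For CG34212 the paper's value was -7.48 and the value here -13.00 (-16.04 to -11.14), on 2 UMIs at 6 weeks. The scale of Seurat (-9.74) closed the gap, as the counting error is wide, and none of the other alternatives that gave a value did. Thinning and the limits of the Seurat tutorial gave none. For CG45080 the paper's value was -5.47 and the value here -12.31 (-7.71 on the scale of Seurat), and none of the alternatives that gave a value closed the gap, while thinning gave none. For CG16826 the paper's value was -6.24 and the value here -11.22 (-8.01 on the scale of Seurat), and thinning (-6.22) alone of the alternatives that gave a value closed the gap, while the limits of the Seurat tutorial gave none. For *Def* the paper's value was 3.84 and the value here 4.94. The scale of Seurat (3.90) and thinning (3.87) closed the gap, and none of the other alternatives set before the data were examined did.

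In FSCs + pFCs, the paper's log2 fold change of *Swip-1* was 0.89 and the log2 ratio here 0.60. Of the alternatives set before the data were examined, a mitochondrial share of up to 10% (0.68), clustering both libraries together (0.74), the scale of Seurat (0.86) and thinning (1.02) closed the gap, and the others did not. The limits of the Seurat tutorial moved it farther away (2.04, on few cells), with an interval wide enough to hold the paper's value. For *Jra* the paper's value was 0.61 and the value here 0.30 (0.34 on the scale of Seurat). A mitochondrial share of up to 10% (0.49) and thinning (0.53) closed the gap, and the other alternatives set before the data were examined did not. The limits of the Seurat tutorial moved it past the paper's value and farther away (1.02, on few cells), with a wide interval that holds it. For *Rel* the paper's value was 1.39 and the value here 1.07 (1.13 on the scale of Seurat). For *luna* the paper's value was 0.64 and the value here 0.29 (0.43 on the scale of Seurat). For both genes a mitochondrial share of up to 10% (1.38 and 0.72) and thinning (1.12 and 0.52) closed the gap, and the other alternatives set before the data were examined did not. For *Rel*, thinning did so by its wider interval, as it moved the value less than variable genes with Tables S4 and S5 (1.22) or at least 1000 genes (1.14). For *olf186-M* the paper's value was 0.85 and the value here 0.61 (0.57 on the scale of Seurat). Variable genes with Tables S4 and S5 (0.75) closed the gap, and the other alternatives set before the data were examined did not. For *Dro* the paper's value was 1.86 and the value here 2.24 (1.35 on the scale of Seurat). No limit on the mitochondrial share (1.93) closed the gap, and the other alternatives set before the data were examined did not.

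Some settings chosen after seeing the values also gave intervals that hold the paper's value. With a mitochondrial share of up to 10% and the cells clustered anew, these were *Swip-1* (0.49, farther from the paper's value, with an interval that also holds 0), *Jra*, *Rel* and *olf186-M*, on few cells. With no mitochondrial limit and the cells clustered anew, they were *Jra*, *Rel* and *olf186-M*. With at least 1000 genes and the cells clustered anew, they were *Rel* and *olf186-M*, and without the cluster led by *CadN*, *olf186-M*.

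The paper ranks Early-Mid FCs first by the number of differentially expressed genes. At equal cells and UMIs, Early-Mid FCs-like cells had the smallest excess over counting noise of the 4 classes that could be drawn (0.0388). With all cells at full depth, an alternative set before the data were examined, their excess was 0.0990. It was 0.101 in muscle-like, 0.0655 in FSCs + pFCs-like and 0.0747 in escort-like cells there. Counting noise was unlike between the classes at full depth, so excesses there are not on one scale. Of the 16 genes shown in Figure 4F, 15 had the direction that the paper gives. CG11426 had a log2 ratio of -0.19 (-0.58 to 0.21) on 102 and 116 UMIs.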

Other observations

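The tests of a few cells behind the lowest genes, of free RNA behind CG10472 and of a fall of nuclear-encoded genes as large as that of mitochondrially encoded ones were chosen only after their results had been seen, as were the weighting of clusters, the comparison with 80 cells per class and CG10472 per 100 cells. The S phase, autophagy and respiratory chain tests were set to count a median inside the middle 95% of random lists against the explanation, and were read as open after the values had been seen, as their genes go both ways. The other tests reported here were set before their results were seen, on patterns that were in part noticed in these data. Age stays open as an untested explanation throughout, because each age has 1 library.

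The share of UMIs from the mitochondrially encoded genes was lower at 6 weeks in each class. Their log2 ratio went from -0.31 in Early-Mid FCs-like and gut- or tubule-like cells to -0.97 in immune-like cells. Of the 13 genes, 3 were higher in all cells, 3 in FSCs + pFCs-like cells and 4 in the merged cells. The list has 9 of its 13 genes in Table S4 and 12 in Table S5. The filter on the mitochondrial share was tested as a cause in FSCs + pFCs-like cells, and without the limit the log2 ratio was still -0.37. A shift of equal size in the whole library was argued against by the range of 0.66 on the log2 scale between classes. Lower expression of respiratory chain genes from both genomes was not shown by the nuclear-encoded genes, whose median lay at percentile 51.3 of random lists in FSCs + pFCs-like cells, with a median log2 ratio of 0.0075 and 32 of 60 genes higher, and a small shared fall stays open. A fall as large as that of the mitochondrially encoded genes there (-0.40) was argued against by the summed UMIs of the nuclear-encoded genes, with a log2 ratio of 0.0074 (-0.0066 to 0.021). In all cells their median was -0.02, at percentile 0.520, with 24 of 67 genes higher. A difference in how cells were damaged during dissociation, which acts class by class, may also contribute and was not tested apart from these values.

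Eggshell transcripts were lower at 6 weeks, with a median log2 ratio of -4.16 over the list in all cells and -3.49 in the merged cells, and 14 of the 23 genes are in Table S4 and 7 in Table S5. Eggshell genes held 11.3% and 3.14% of the UMIs in Late FCs-like cells and 3.39% and 0.0266% in unnamed cells (253261 and 3456 UMIs), and 66 cells at 1 week and 4 at 6 weeks had over 10% of their UMIs from them. Of the 937994 eggshell UMIs at 1 week, 240739 lay in 1 unnamed cluster, of 329 cells at 1 week and 663 at 6 weeks, so the fall in all cells is not that of Late FCs-like cells alone. In FSCs + pFCs-like cells the share was 0.0676% and 0.0217%, in muscle-like cells 0.0492% and 0.0449%, and in escort-like cells 0.0560% and 0.00968%. Free RNA from late follicle cells may account for the share in FSCs + pFCs-like cells. The lowest ratio of that share to the highest share in muscle-, immune- and escort-like cells was 0.484, at 6 weeks, so the share was below that in muscle-like cells. Own expression of these genes in FSCs + pFCs-like cells and free RNA cannot be told apart at this level, and neither is excluded.

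The paper's number of differentially expressed genes was highest in the cluster with most cells (the paper's 419 genes in 13863 Early-Mid FCs) and lowest, of the 8 clusters that Table S3 lists, in germ cells (the paper's 3 genes in 211 cells), though the paper's Late FCs had more genes (18) in fewer cells (170), and in the paper muscle, with 1073 cells, had more (133) than escort cells (76), with 1186. The excess over counting noise in Early-Mid FCs-like cells at equal cells and UMIs was 0.0388, below that of the 3 other classes that could be drawn, so the number of cells is a candidate explanation for the rank of Early-Mid FCs. The order of the classes by excess was another at full depth. Counting noise was unlike between the classes there, from 0.0389 in Early-Mid FCs-like to 0.155 in muscle-like cells. The size of the excess depends on this noise, so the orders are not on one scale. The excess at full depth was 0.179 in germ cell-like, 0.179 in Late FCs-like, 0.213 in immune-like and 0.106 in gut- or tubule-like cells, classes with few cells. With 80 cells per class it was 0.0957 in gut- or tubule-like cells.

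The S phase list was tested for more cells in S phase at 6 weeks in FSCs + pFCs-like cells, and its median lay at percentile 56.6 of random lists there, so a rise shared by these transcripts was not shown. It is not excluded either, since 9 of the 20 genes were higher and the summed UMIs of the list rose by 0.19 on the log2 scale (0.14 to 0.24). In all cells the median log2 ratio was -0.09 (percentile 2.04) and in the merged cells -0.08 (percentile 1.97), with 1 gene of the list in Table S4 and 2 in Table S5. The mitosis list had a median of 0.18 in all cells (percentile 99.99) and 0.20 in the merged cells (percentile 100), and none of its genes is in either table. Transcript levels do not count cells in a phase, and the paper's measure of EdU was not analysed here.

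For autophagy, a change shared by the list in the merged follicle-like cells was not shown by its median, at percentile 14.6 of random lists. A small shared fall stays open, as 5 of the 22 genes counted were higher there and 6 of 22 in FSCs + pFCs-like cells. The summed CPM of the list also fell by 0.05 on the log2 scale (-0.061 to -0.037) in the merged cells. In FSCs + pFCs-like cells this fall was 0.12 (-0.15 to -0.085). The median log2 ratio was -0.07 in FSCs + pFCs-like cells (percentile 16.8) and -0.00 in all cells (percentile 56.5). None of the 24 genes is in Table S4 or S5.

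The Imd and Toll immune list was higher at 6 weeks in FSCs + pFCs-like cells, where its sum rose by 0.42 on the log2 scale, and in the merged cells, with a median of 0.25 (percentile 100). In all cells the median was 0.05 (percentile 92.1), while the sum rose by 0.80 (0.79 to 0.81), from 104580 to 226443 UMIs, more than in FSCs + pFCs-like cells, so the rise is not confined to the follicle lineage. Free RNA from immune or fat body cells may raise such genes in other classes. The hemocyte list rose by 0.58 on 156 and 310 UMIs in FSCs + pFCs-like cells, while the fat body list had a log2 ratio of -0.09 on 12 and 15 UMIs. The lower of these minus that of the immune list was -0.51, but the fat body list has too few counts to exclude it, and the larger rise over all cells leaves more of these transcripts that free RNA could carry, so free RNA and own expression cannot be told apart. The hemocyte gene with most UMIs was *srp*, with 3358 and 5946 in all cells, and *Hml* had 1898 and 547. In all cells the hemocyte list had a median of -0.31 (percentile 7.19) and the sum of the fat body list fell by 0.86. None of their genes is in Table S4 or S5.

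Some lists were reported without a test of a cause. JNK stress genes had a median log2 ratio of 0.36 in all cells (percentile 99.99) and 0.32 in the merged cells (percentile 100), and 5 of the 13 are in Table S4 and 5 in Table S5. DNA damage response genes had a median of -0.02 in all cells (percentile 42.0) and -0.01 in the merged cells (percentile 43.1). Adhesion genes of other figures had a median of 0.33 in all cells (percentile 99.8), 0.09 in FSCs + pFCs-like cells (percentile 75.4) and 0.24 in the merged cells (percentile 99.4).

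An unnamed cluster of 44 cells at 1 week and 26 at 6 weeks was led by peptide hormone genes and carried *pros* and *nrv3*, which the paper uses as markers of neurons. It may hold enteroendocrine cells of the gut. A list of 6 other enteroendocrine peptide genes, written after the cluster had been seen, was at 15186 and 12982 CPM in the cluster against 27.8 and 27.5 CPM in the other cells, at least 473-fold higher in both libraries. A neurotransmitter list was at 18.3 and 220 CPM in the cluster, on 6 and 43 UMIs, against 5.14 and 6.25 CPM elsewhere, or 3.56-fold and 35.2-fold higher, so neurons among these cells are not excluded. The peptide gene with most UMIs over the cells was *NPF* at 1 week, with 4664 and 2403 UMIs. In all cells the peptide list had a median log2 ratio of -0.64 (percentile 1.85) and the neurotransmitter list, with 3 genes counted, one of 0.34 (percentile 90.5).

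Different shares of clusters in the libraries may shape the whole-ovary log2 ratios. With the 6-week clusters weighted to their 1-week shares, the median absolute log2 ratio over the genes of Table S4 fell from 1.06 to 0.64, by 39.4%, so shares of clusters are argued against as the whole cause and stay open as a part of it. Of the 321 genes of Table S4, 44 had most of their UMIs, in the library with the higher level, in 10 cells.

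The 5 lowest genes in all cells (*whe*, CG44142, CG34212, CG45080 and CG16826) had nearly no UMIs at 6 weeks. Cells of a late follicle stage missing from the 6-week library were argued against, as 0.257% of the 1-week UMIs of these genes lay in the 5% of cells with the highest eggshell share. A few cells that carry the UMIs may explain the pattern, since at least 98.5% of the 1-week UMIs of each gene lay in 10 cells. Of these cells, 4 were shared by all 5 genes, and they had a median of 13912 UMIs and an eggshell share of 0.0113%. They lay in a cluster named Early-Mid FCs-like, of 434 cells at 1 week and 319 at 6 weeks. A variant or annotation difference that hides the genes at 6 weeks stays open. Its test asked for like levels in all groups of cells, and the highest group was at 102 times the level of the median group, but with the UMIs in so few cells this decides nothing about the 6-week library. Presence in a few cells of 1 library cannot be told apart from a difference in age.

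For CG10472, free RNA from other cells may account for the level in the merged follicle-like cells. The log2 ratio there minus that in all cells, -0.96, was 2.23, which is not what free RNA in proportion to all cells would give. Against this, free RNA need not follow all cells, and the 5 other named classes outside gut or tubule have too few UMIs to set its level, so free RNA and own expression cannot be told apart on 28 and 87 UMIs. FSCs + pFCs-like cells rose from 0.693 to 2.81 CPM, above the 0.554 of Early-Mid FCs-like cells at 6 weeks, while per 100 cells their intervals overlapped (1.07 to 2.36 and 0.825 to 1.39 UMIs). The gut list went against free RNA from gut cells as a group, since its sum fell by 0.64 (-0.80 to -0.49) in the merged cells. Its members went both ways there, and the proteases *Jon65Aiv* (16 and 41 UMIs), on the list, and *Jon65Aiii* (23 and 44), not on it, both looked up after the result had been seen, rose in the merged cells while they fell in all cells (2502 to 1084 and 3329 to 754 UMIs), as CG10472 did. Free RNA that enters droplets alike would give equal UMIs per cell and higher CPM in cells with few UMIs. A few cells behind the rise were argued against, as the 10 cells with most UMIs held 16.1% of them at 6 weeks, and 83 of 7220 cells had any, with up to 2 UMIs each.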
